# Gene expression profiling in peanut using high density oligonucleotide microarrays

**DOI:** 10.1186/1471-2164-10-265

**Published:** 2009-06-12

**Authors:** Paxton Payton, Kameswara Rao Kottapalli, Diane Rowland, Wilson Faircloth, Baozhu Guo, Mark Burow, Naveen Puppala, Maria Gallo

## Abstract

**Background:**

Transcriptome expression analysis in peanut to date has been limited to a relatively small set of genes and only recently has a significant number of ESTs been released into the public domain. Utilization of these ESTs for oligonucleotide microarrays provides a means to investigate large-scale transcript responses to a variety of developmental and environmental signals, ultimately improving our understanding of plant biology.

**Results:**

We have developed a high-density oligonucleotide microarray for peanut using 49,205 publicly available ESTs and tested the utility of this array for expression profiling in a variety of peanut tissues. To identify putatively tissue-specific genes and demonstrate the utility of this array for expression profiling in a variety of peanut tissues, we compared transcript levels in pod, peg, leaf, stem, and root tissues. Results from this experiment showed 108 putatively pod-specific/abundant genes, as well as transcripts whose expression was low or undetected in pod compared to peg, leaf, stem, or root. The transcripts significantly over-represented in pod include genes responsible for seed storage proteins and desiccation (e.g., late-embryogenesis abundant proteins, aquaporins, legumin B), oil production, and cellular defense. Additionally, almost half of the pod-abundant genes represent unknown genes allowing for the possibility of associating putative function to these previously uncharacterized genes.

**Conclusion:**

The peanut oligonucleotide array represents the majority of publicly available peanut ESTs and can be used as a tool for expression profiling studies in diverse tissues.

## Background

Cultivated peanut (*Arachis hypogaea *L.) is the second-most important legume in the world, with a total global production of 48 million tons [1]. Legumes are the second-most important food crop following grains, representing an important source of protein for humans and livestock in the North and South America, Africa, and Asia. Additionally, when considering oil production for cooking and fuels, peanut represents one of the highest value-added crops, with an annual worth of $1 billion to farmers and $6 billion to the overall economy in the U.S. alone.

Recent progress in functional genomics has enabled the study of plant responses at whole-transcriptome levels, revealing the complex nature of multi-genic responses in plants [2-4]. While genes and proteins expressed differentially under a variety of environmental perturbations and developmental stages have been identified in model plant systems such as *Arabidopsis *[2,5], studies on stress-induced or developmentally regulated genes in crop plants have been limited but are beginning to emerge [6-9]. While positional cloning and candidate gene approaches have begun to identify a number of structural genes or transcription factors controlling the larger response to abiotic and biotic stimuli [10,11], this work has been limited in peanut due to a lack of genomic data. Identification of such genes will have a significant effect on varietal development by traditional breeding and genetic engineering.

Greater attention is needed for genomic development in the Leguminosae. Despite its importance as both a cash crop and important staple, little is known about the genetic mechanisms in peanut that control disease resistance or susceptibility, stress tolerance, or pod development [12]. Although significant efforts have gone into legume genomics, there is a paucity of genomic data for peanut, bean, and chickpea compared to soybean, *Medicago truncatula*, and *Lotus japonicus *[4,8]. In peanut, marker technology is relatively young and only recently have genetic maps been published [13-15]. Although an initial cDNA microarray with 384 unigenes was published [16], there are no reports of high-density oligonucleotide microarray platforms in peanut. As part of our ongoing effort to identify the molecular mechanisms underlying peanut development and response to abiotic stress, we have designed a custom oligonucleotide microarray using all publicly available peanut ESTs. There are several advantages to the oligonucleotide microarray approach, including uniformity of hybridization, probe performance and specificity, and the flexibility of customization or probe addition as more sequences enter the public domain [17-20]. To test the utility of this array for expression studies in both vegetative and reproductive tissues and identify putatively pod-specific genes, we compared transcript abundance in pod, leaf, stem, root, and peg tissues. We present here, the utility of the first large-scale publicly available peanut microarray and establish the foundation for investigation of molecular responses on a transcriptome scale.

## Results and discussion

### Peanut microarray design

An oligonucleotide microarray containing 15,744 unique probes was created from 49,205 peanut ESTs available in Genebank (December 2007) as templates for probe design (Table 1). A total of 36,766 probes were designed using the server-based eArray platform from Agilent Technologies [21]. The remaining ESTs represented duplicates, sequences interspersed with long repeats, or a significant number of undetermined bases which failed to meet criteria required for accurate probe design. The initial set of 15,875 high quality probes with a cross hybridization potential of zero were used to query SWISPROT with BLASTx. The multiple matches from this query were saved and the best match that was better than E-10 was used to annotate each probe. Those probes not meeting the criterion for annotation were annotated as having unknown function. Probes annotated as "unknown" were binned into two categories: 1) probes not meeting the minimum criteria from the BLASTx query, and 2) probes matching a sequence (E-value < -10) annotated as unknown in SWISSPROT, i.e., "known unknowns". 

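Each array held 15744 spots, of which 15208 carried peanut probes and 536 were controls. Among the controls, 77 spots were negative controls. The peanut spots held 14352 distinct 60-mers, and 13496 of these were printed at 1 position while 856 were printed at 2. The probes printed at 2 positions measured the technical spread within an array. On the 12 arrays hybridized with pod and another tissue, the SD of the log2 ratio between both spots of a probe had a median of 0.23 over the arrays and lay between 0.18 and 0.36. Of the alternatives tried for this technical spread between replicate spots, normexp background correction with loess moved it most, to a median of 0.16.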

A final list of 14,352 probes was selected to create the probe group AH006 for microarray design (design id 017430) in addition to 536 Agilent controls and 856 random probes selected from the existing list of 14,352 probes.

Functional category enrichment based on Gene Ontology (GO) was performed for all 14,352 probes present in the array using the Blast2GO search tool [22]. Query against SWISPROT resulted in the annotation of 5,086 known genes and 6,793 transcript probes with unknown function. Figure 1A shows GO functional groups for known transcripts represented on the AH006 array and a detailed description of the GO molecular function (MF) cluster is displayed in Figure 1B which indicates uniform distribution of probes with binding and catalytic functions. This represents ~24% of genic content, given that the total number of genes in peanut is estimated to be 50,000 [23]. The peanut ESTs used in this design were from libraries representing diverse tissues, although root, stem, and cotyledon are under-represented (Table 1). Therefore, these microarray probes have a broad utility for tissue specific transcripts expressed under a variety of conditions. Furthermore, the use of the Agilent system allows for flexibility in future array versions as additional ESTs can be added from the public domain.

**Table 1:** Source tissue and number of ESTs from each library used to design the AH006 peanut microarray.

**Tissue**	**Treatment**	**ESTs for Array Design**
Leaf	control	13884
	drought + Aspergillus	2046
Seed/Pod	control	10242
	drought + Aspergillus	14328
Root	control	6123
Cotyledon	control	2533
Stem	control	49
**Total**		**49205**

A full description of the array is available in the Gene Expression Omnibus database as platform GPL6661.

**Figure 1:**
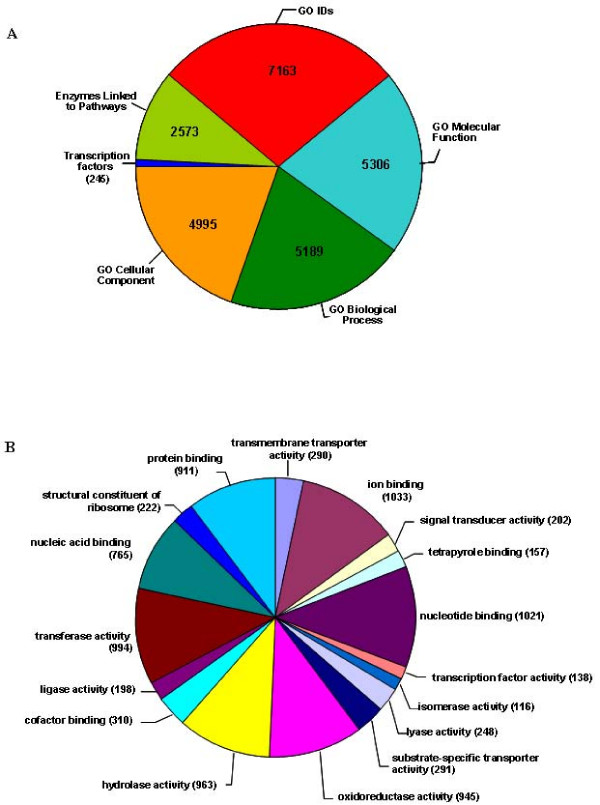
**Functional classification of unique, known genes on the AH006 peanut microarray**. A. Gene Ontology hits registered for the 5086 unique transcripts that could be assigned putative function based on Swiss-Prot query. B. Gene Ontology Molecular Functions for the AH006 array. Only known genes are shown to simplify the diagram.

### Microarray quality

The quality of the microarray was evaluated using the two comparisons: (1) two biological replicates of the same tissue-type labeled with the same dye and (2) the same tissue from two biological replicates labeled with either Cy3 or Cy5 dyes. 

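RNA from pods was hybridized together with RNA from leaf, stem, peg or root in 4 two-color comparisons with 3 biological replicates each, which gave 12 arrays. Pod RNA was labeled with Cy3 in replicates 1 and 3 and with Cy5 in replicate 2. In the files deposited by the authors, Agilent Feature Extraction had subtracted the background, normalized each array by LOWESS and written for every spot the log10 ratio of Cy5 over Cy3 with a p-value from its error model. The headers of these files give version 9.5.1.1 of the software and the paper's methods give version 9.1. From these log10 ratios, log2 ratios of pod over the other tissue were computed, with the sign turned according to the dye of the pod sample. Control spots and spots with an outlier flag (between 2 and 240 per array) were left out, and the spots of a probe were averaged. A probe was tested if at least 1 channel was well above background on at least 3 of the 12 arrays. This kept 13384 probes and left out 968 dim probes, and 8588 probes were well above background in both channels on all arrays. The 12 arrays entered a single limma fit with 1 coefficient per comparison, so that each probe had 8 residual degrees of freedom and a median standard error of 0.15 on the log2 scale. The limma p-values therefore rest on a spread shared by the 4 comparisons, not on the SD of a comparison's own arrays. Since the SD between arrays was 0.48 for root and 0.31 to 0.35 for the others, the p-values for root may be too small. A probe was called differentially expressed when its Benjamini-Hochberg adjusted p was at most 0.05 and its mean ratio was at least 2-fold in either direction.
The share of spots well above background in the pod channel was lowest at 69.6% in the pod vs leaf array of replicate 3 and highest at 98.9% in the pod vs root array of replicate 1. That last array had compressed ratios. The SD of its log2 ratios was 0.50, against 0.85 to 1.35 on the other 11 arrays. Its negative control spots had a median of 226 in Cy3 and 414 in Cy5, while the medians on the other arrays were between 45.0 and 54.0. The number of arrays per comparison limits the precision of every ratio.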

The correlation coefficients of log transformed normalized ratios between the two replicates and two different dyes (dye-swap) were calculated by KaleidaGraph 3.6 (Synergy Software, USA) (Figures 2A and 2B). 

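For pod and leaf, replicates 1 and 3 carried the same dyes, with pod in Cy3. Across the 13269 probes measured on both arrays, the log2 ratios of these replicates had a Pearson's r of 0.935, a squared r of 0.874 and a Spearman's rho of 0.847. The probes of an array are not independent replicates, so no p-value is given for this or the 11 other correlations between replicate arrays. With the same dyes, r was 0.916 for stem, 0.906 for peg and 0.656 for root, where the array of replicate 1 had compressed ratios. Of the alternatives, normexp background correction with loess moved the pod and leaf value most, to an r of 0.959.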

For pod and leaf comparisons, the correlation coefficient between the biological replicates labeled with Cy3/Cy5 was 0.93 (Figure 2A). 

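The dye effect of each probe was estimated with a dye coefficient shared by the 4 comparisons. The dyes were swapped in replicate 2 alone, so this coefficient also takes up what set the pod extract of replicate 2 apart, and the fit treats the arrays that share an extract as independent. By limma's test, 29 of the 13384 probes had a dye effect at an adjusted p of at most 0.05, of which 16 were brighter in Cy5 and 13 in Cy3. In 1 of these probes the effect was at least 2-fold. The median size of the estimated effect over all tested probes was 0.08 on the log2 scale, and its 95th percentile was 0.28. With normexp background correction and centring on the median in place of loess, 2996 probes had a dye effect. The number also rested on single replicates, since 55 probes passed without replicate 1 and 0 passed limma's adjusted test without replicate 3, where 1717 probes had an unadjusted p under 0.05.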

Reciprocal hybridizations (dye-swaps) were utilized for all tissue comparisons to avoid dye bias. 

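Replicate 2 carried the dyes in the opposite orientation to replicates 1 and 3. For pod and leaf, the log2 ratios of replicates 1 and 2 had an r of 0.932, a squared r of 0.868 and a Spearman's rho of 0.803 across 13127 probes. The r of replicates 2 and 3, also with swapped dyes, was 0.920. For stem, the pairs with swapped dyes had an r of 0.900 (replicates 1 and 2) and 0.886 (replicates 2 and 3), and for peg the same pairs had 0.887 and 0.874. For root, r was 0.652 between replicates 1 and 2 and 0.843 between replicates 2 and 3. In each of the leaf, stem and peg comparisons, the pair with the same dyes had the highest r of the 3 pairs.

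**Figure D1:**
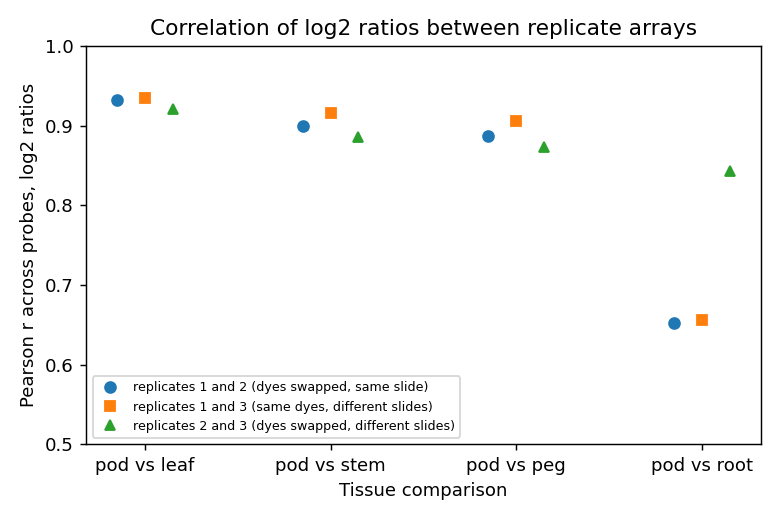
Pearson's r of log2 ratios across probes (vertical axis, from 0.5 to 1) for each pair of replicate arrays in the 4 tissue comparisons. The pairs of root arrays that include replicate 1 are at 0.652 and 0.656, below the 10 other pairs.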

The correlation coefficient for the same pod and leaf tissues in a dye-swap experiment where the same tissue was labeled with Cy5 in one biological replicate and Cy3 in another biological replicate was 0.91 (Figure 2B). For labeling, 50 ng to 1 μg total RNA is needed for Agilent custom arrays unlike cDNA arrays which require 20 μg to 30 μg. This is very important for profiling samples containing limited amounts of RNA or small structures such as floral parts and developing pods. Further the 8 × 15 k array design has the feature of eight independent arrays in one slide, which is not only cost effective but also can reduce variation among the arrays within a slide.

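The 12 arrays were on 2 slides. The slide with 8 arrays held replicates 1 and 2 of the 4 comparisons, and the other slide held the 4 arrays of replicate 3. The replicates on a shared slide were therefore always the ones with swapped dyes, and the pairs that spanned both slides had either the same dyes (replicates 1 and 3) or swapped dyes (replicates 2 and 3). Among the pairs with swapped dyes, r for leaf, stem and peg was 0.932, 0.900 and 0.887 on a shared slide and 0.920, 0.886 and 0.874 across slides. Among the pairs across slides, it was 0.935, 0.916 and 0.906 with the same dyes. Each of these contrasts also changes which replicates are compared. Between the 3 replicate arrays of a comparison, which spanned both slides, the median SD of a probe's log2 ratio was 0.22 for leaf, 0.21 for stem, 0.20 for peg and 0.27 for root.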

**Figure 2:**
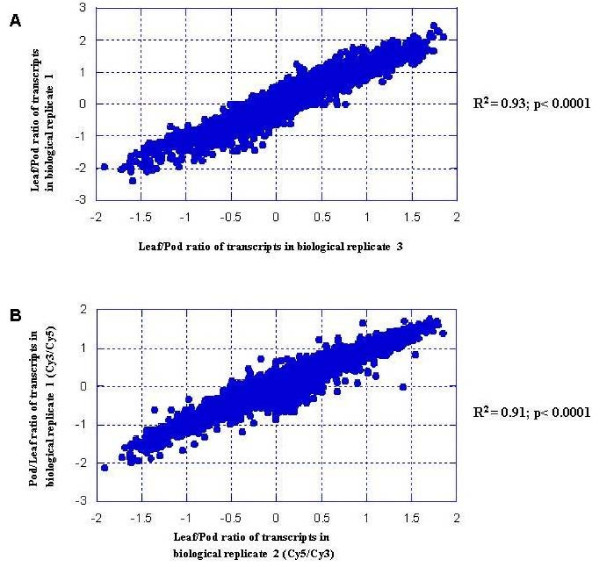
**The correlation of normalized ratios between biological replicates and dye swaps**. A. The correlation of normalized ratios between leaf vs pod from two biological replicates R^2 ^= 0.93. B. The correlation of normalized ratios between the same leaf vs pod with dye swapped in two different biological replicates, R^2 ^= 0.91.

### Tissue specific gene expression using the peanut oligonucleotide microarray

In recent studies, leaf, root, seed coat, and cotyledon tissues were utilized for global expression profiling in soybean [6,8] and leaf and bud tissues were used to test a spotted cotton oligonucleotide microarray for tissue-specific gene expression analysis [24]. Four pairs of tissue comparisons were performed for each tissue in the present study. These comparisons resulted in the list of statistically-significant, differentially expressed genes in each tissue shown in Figure 3, Additional file 1. 

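Against leaf, 2879 probes were differentially expressed, 1319 more abundant and 1560 less abundant in pod. Against stem there were 2078 (695 more and 1383 less abundant in pod), against peg 1868 (689 and 1179) and against root 1329 (622 and 707). Of the alternatives, limma's treat test, which asks whether a change exceeds 2-fold, moved these counts most, for root to 320. The share of calls more abundant in pod also depended on the setting. Against stem it was 33.4%, and it was 51.2% with no 2-fold requirement and 22.6% with normexp background correction and centring on the median. Against root it was 46.8%, and 58.4% with the treat test. The root count rested on single arrays. It was 1951 without the pod vs root array of replicate 1, 622 without replicate 2 of every comparison and 690 without replicate 3. With a separate limma fit per comparison, which uses the spread of the root arrays alone, the root count was 361. The highest ratios were looked up among the probes that were called, had the same sign on all 3 arrays and were well above background in both channels. Probe AH29780, which has no protein name in the tables held here, was among the 2 highest mean ratios in each comparison. Its pod channel was saturated on 1 of the 3 arrays of each comparison, and other probes just below it were saturated on all 3 (AH30361 at 6.62 for stem, AH30616 at 5.65 for root), so the order of the highest probes is not established. AH29780 had log2 ratios of pod over tissue of 6.27 for leaf, 6.69 for stem, 6.25 for peg and 5.83 for root (standard error 0.40 each, limma adjusted p from 1.42e-07 to 2.22e-06, n = 3 arrays each). Without the compressed array, its root value was 6.64. The other high probe for root, AH30623, had 5.70 (standard error 0.56, limma adjusted p = 3.21e-05) and 6.75 without the compressed array.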

The entire data set can be accessed at the Gene Expression Omnibus (GEO) database as platform GPL6661 and series GSE11365. Additionally, GO annotations based on biological process (BP) are presented in Figure 4 for those transcripts showing tissue-specific expression patterns. 

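Both parts of the threshold for differential expression were varied. With limma's adjusted p alone and no 2-fold requirement, 6120 probes passed for leaf, 6063 for stem, 4831 for peg and 3333 for root. With the unadjusted p and the 2-fold requirement, 2892 passed for leaf, 2093 for stem, 1892 for peg and 1390 for root. The stricter treat test left 1704 probes for leaf, 905 for stem and 636 for peg. With the p-value of the Feature Extraction error model required on each of the 3 arrays, 2537, 1861, 1729 and 550 probes passed in the same order of tissues.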

Transcripts showing at least two-fold difference in abundance (expression ratio ≥ 2 or ≤ 0.5) at a P-value ≤ 0.05 were classified as differentially expressed and those with differential expression unique to a single tissue were considered as having putatively tissue-specific functions [25]. 

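Of the 13384 probes tested, 4217 were differentially expressed in at least 1 of the 4 comparisons and 9167 in none. The treat test gave 2190 probes, and the adjusted p with no 2-fold requirement moved the number most, to 9614. With the 8588 probes well above background in both channels on all arrays, 2952 were called. Among the called probes with the same sign on all 3 arrays and both channels well above background, those with the lowest ratios have no protein name in the tables held here. Against leaf, the log2 ratio of pod over tissue was -6.28 for AH15262 (standard error 0.45, limma adjusted p = 3.5e-07) and -6.04 for AH11044. AH17023 had -5.97 with its leaf channel saturated on all 3 arrays, so the order of these probes is not established. Against stem, it was -4.42 for AH16092 and -4.36 for AH17023. Against peg, it was -5.21 for AH26857 and -4.74 for AH13673. Against root, it was -4.90 for AH26857 and -4.20 for AH44685, or -5.61 and -4.49 without the array of replicate 1 with compressed ratios.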

In summary, there were 4046 transcripts representing 3650 gene functions that were differentially expressed in at least one tissue comparison. Of these transcripts, 1204, 401, 78, and 396 showed tissue-specific differential expression patterns in leaf, stem, root, and peg, respectively (Figure 3). 

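Differential expression in a single comparison was found for 1117 probes in leaf, 329 in stem, 336 in peg and 186 in root. Of these, 580 in leaf, 257 in stem and 279 in peg were less abundant in pod than in that tissue. The alternative that moved these counts most was a separate limma fit per comparison, which gave 50 for root. Since pod was the common reference, the other tissues were also compared directly by limma contrasts, at the same thresholds. Between leaf and the others, 2204 probes differed from stem, 2617 from peg and 2519 from root. Stem differed from peg in 1045 probes and from root in 1472, and peg differed from root in 601. Of the leaf-specific probes, 591 (52.9%) differed from each of the other 3 tissues in the direct contrasts. The same held for 81 stem-specific probes (24.6%) and 48 peg-specific probes (14.3%). The tissue-specific probes were chosen by the same fit, so part of these differences is a product of that choice. Without replicate 1, the peg number fell to 16, and without replicate 3 the stem number fell to 45. Probe AH11896 had a log2 ratio of pod over leaf of -4.15 (standard error 0.18, limma adjusted p = 8.46e-09) and ratios between -0.06 and 0.05 for the other tissues, and AH29484 had -4.02 for leaf. Among the stem-specific probes, the log2 ratio of pod over stem was -3.15 for AH25072 (standard error 0.18, limma adjusted p = 3.38e-07) and -3.02 for AH34704. For peg, it was -2.61 for AH27874 (standard error 0.18, limma adjusted p = 1.7e-06). AH41703 had -2.92 for peg, and its root ratio of -1.35 (-0.20, -0.52 and -3.32 on the arrays) passed the threshold with normexp and loess, with both channels above background, with the slide block, with the unadjusted p and, at -1.92, without the compressed root array, so its place among the peg-specific probes depends on the setting. From differential expression that is unique to a single tissue, the paper proposes that these transcripts have tissue-specific functions.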

Two-hundred-eleven gene transcripts were differentially expressed in all four comparisons, 161 pod-abundant and 50 that were significantly more abundant in leaf, stem, root, and peg compared to pod.

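In all 4 comparisons, 520 probes were differentially expressed. Of these, 340 were more abundant in pod than in every other tissue, 147 were less abundant than in every other tissue, and 33 went in differing directions. The treat test moved the number of less abundant probes most, to 14. The number of more abundant probes moved most, to 131, with separate ordinary fits and an unadjusted p, an alternative chosen after seeing the data. Both numbers also depended on the replicates. With each replicate left out in turn, the first lay between 184 and 365 and the second between 57 and 187. By the sample labels, arrays with the same replicate number had the same pod replicate, and they were taken to share its extract. To measure what this sharing alone gives, unchanged tissues were simulated against common pods, with the correlation of 0.168 that limma estimated between arrays of the same replicate. In 100 simulations of 12818 probes, a mean of 0.22 probes were called in even 1 comparison, so the count of calls in all 4 cannot measure the sharing. The simulated ratios had the same sign in all 4 comparisons for 20.9% of probes, and 43.1% of the measured probes did. The correlation was estimated from deviations within comparisons, so the simulation holds no effect common to all pod extracts and cannot exclude one.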

Gene expression profiles of different tissues provide information about the biological function of the genes expressed in those tissues [24,26]. For the pod abundant pool, only 21 transcripts could be assigned a putative function based on BLAST analysis. All tissues showed similar GO BP enrichments associated with metabolic processes (I), cellular processes (J), and response to stimuli (K). While peanut pod undisputedly is the most important organ from an agronomic perspective and the genes specifically up-regulated in that tissue are of interest, other tissue-specific genes or expression patterns may reveal significant information related to productivity, disease resistance, development, and physiological response. Figure 4 shows that the functional roles of putative tissue-specific genes are similar for leaf, stem, and peg compared to root. While this is not surprising given the similarities of genes highly expressed in green leaves or stems, it should be noted that the majority of peanut EST sequences in the public domain are from leaf and pod. However, despite the absence of a large number of ESTs from root libraries, there are genes whose expression appears to be root specific.

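Of the root-specific probes, 145 were more abundant in root than in pod and 41 were more abundant in pod. In the direct contrasts, 32 of them (17.2%) differed from leaf, stem and peg alike. Without the pod vs root array of replicate 1, 374 probes were root-specific and 83 differed from the other 3 tissues. The number differing from the other 3 tissues also fell below 32 in a fit that left out a whole replicate. Without replicate 2 of all comparisons 77 probes were root-specific, and without replicate 3 there were 112. Probe AH21872 had a log2 ratio of pod over root of -3.72 ± 1.09 (SD, n = 3 arrays; limma adjusted p = 1.25e-05) and ratios between 0.05 and 0.36 for the other tissues. Probe AH41739 had -2.87 ± 1.80 (SD, n = 3 arrays; limma adjusted p = 0.00184), or -3.47 without the compressed array. Its arrays ranged from -4.94 to -1.68, and it did not pass a limma fit on the root arrays alone.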

**Figure 3:**
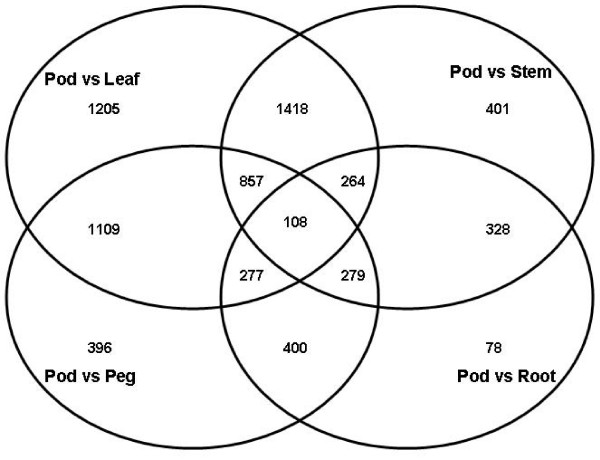
**Venn diagram showing number of differentially expressed tissue specific transcripts**.

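Of the probes called in more than 1 comparison but not in all, the largest group was shared by leaf and stem, with 479 probes. A further 344 were called against leaf, stem and peg. Peg and root shared 162 probes, and stem and peg shared as many. There were 121 probes called against leaf and peg, 116 against leaf, peg and root, 107 against stem, peg and root, 101 against leaf and root, 81 against leaf, stem and root, and 56 against stem and root. A probe may be absent from a group because it missed the threshold in another comparison, so a difference between groups was tested only by the direct contrasts.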

**Figure 4:**
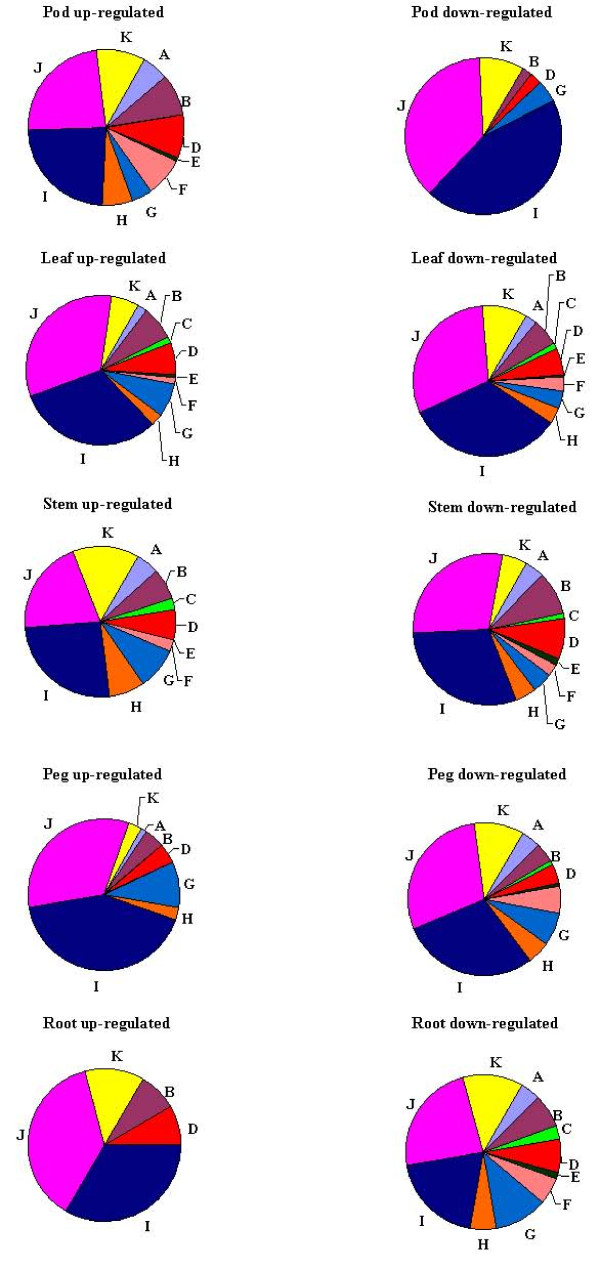
**Gene Ontology terms for biological process classification for genes showing tissue-specific expression patterns in pod, leaf, stem, peg and root abundant transcripts (also described in Table 1)**. A. multi-cellular organismal process; B. localization; C. multi-organism process; D. establishment of localization; E. growth; F. reproductive process; G. biological regulation; H. developmental process; I. metabolic process; J. cellular process; K. response to stimuli.

### Genes and pathways identified in pods

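The list of annotated transcripts read here is Additional file 2 of the paper, with 87 rows more abundant in pod and 21 less abundant. In the paper's list, 83 of the rows more abundant in pod carry a protein name and 4 do not. In the array values, 82 of the 87 passed the threshold in all 4 comparisons with a positive ratio. Another 258 probes, which the list does not hold, were also more abundant in pod in all 4 comparisons. Except for AH39002, a desiccation-related protein in Table 3, the tables held here give no names for these.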

Due to paucity of information on peanuts in global repositories like NCBI, only half of the pod-abundant transcripts could be meaningfully annotated (Additional file 2). Two major categories of transcripts, namely storage proteins and desiccation-related proteins, were identified in pods. 

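Classes were formed by keywords in the protein names of Additional file 2. The 14 probes of the storage class were more abundant in pod in all 4 comparisons. Their median log2 ratio of pod over tissue was 4.85 for leaf, 5.50 for stem, 5.07 for peg and 4.90 for root. The pod channel of 8 of these probes was saturated on some array, so the median of this class may be too low. Over the single arrays of a comparison, this median ranged from 4.60 to 5.00 for leaf, from 5.07 to 5.91 for stem and from 4.59 to 5.29 for peg. For root it was 3.55 on the compressed array of replicate 1 and 5.67 and 5.01 on the other arrays, and without the compressed array the root median was 5.44. The 11 probes of the desiccation class had medians of 3.48 for leaf, 3.58 for stem, 3.27 for peg and 3.25 for root, and 10 of them passed in all 4 comparisons. On the compressed root array their median was 2.02, against 4.09 and 3.97 on the others, and without that array the root median was 3.95. The 2 legumin probes belonged to both classes. Of the alternatives, normexp background correction with centring on the median moved the median of the storage class most, to 4.79 for stem. The paper's list was drawn from these samples, so the counts are not independent evidence.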

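Of the 14 storage probes, 7 are named globulin, conglutin or glycinin in Additional file 2. The basic 7S globulin probe AH25521 had log2 ratios of pod over tissue of 4.85 ± 0.04 for leaf, 5.42 ± 0.27 for stem and 5.20 ± 0.25 for peg (SD, n = 3 arrays each; limma adjusted p = 6.49e-08, 1.84e-07 and 3.14e-07). For root it had 4.66 ± 1.04 (SD, n = 3 arrays; limma adjusted p = 8.92e-07), or 5.24 without the compressed array. The standard error behind this p-value, 0.28, came from the spread shared by the 4 comparisons, not from that SD. The pod channel was saturated on some array in 8 storage probes. Where it was saturated on all 3 arrays of a comparison, the fold given is the mean over these arrays with the saturated spots at their value. It is a lower bound with regard to saturation only, and single arrays lay below it. For AH30445 the log2 ratios of the arrays ranged from 4.54 to 5.36 for leaf and from 4.28 to 5.78 for root. The conglutin probe AH30445 was at least 28.8-fold more abundant in pod than in leaf, 54.2-fold than in stem, 38.8-fold than in peg and 32.9-fold than in root. The glycinin G3 probe AH40034 was at least 22.2-fold, 41.1-fold, 27.0-fold and 23.3-fold more abundant in pod, in the same order. Of the conglutin-7 probes, AH30361 was at least 47.6-fold and AH30616 at least 32.8-fold more abundant in pod than in leaf. AH29994, the conglutin-7 probe that was not saturated, had a log2 ratio of 5.45 for leaf (standard error 0.46, limma adjusted p = 1.49e-06). The remaining glycinin probe, AH19851, was also among those measured by qRT-PCR.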

Five transcripts related to seed storage proteins such as globulin, conglutin and glycinin were abundant in pod tissues. The desiccation-related transcripts over-represented included seed maturation protein, LEA, early methionine labeled (EM), legumin, plasma membrane intrinsic proteins (aquaporins) and desiccation related pcc13-62 proteins. 

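Among the 11 desiccation probes, the protein PCC13-62 probe AH30179 had the highest log2 ratio of pod over leaf, 7.09 ± 1.17 (SD, n = 2 arrays; limma adjusted p = 3.44e-06). Its spots on the leaf, stem and peg arrays of replicate 1 had outlier flags. The seed maturation protein probe AH25389 had 4.32 for leaf, 5.78 for stem, 4.13 for peg and 4.60 for root, and its root value was 5.41 without the compressed array. The Em-like protein probe AH30187 had 4.17 ± 0.14 for leaf, 4.38 ± 0.38 for stem, 4.03 ± 0.15 for peg and 3.48 ± 1.26 for root (SD, n = 3 arrays each), and 4.20 for root without the compressed array. The legumin probes had log2 ratios of pod over leaf of 3.38 (AH30513) and 3.48 (AH30469). The aquaporin probe AH30279 had 3.60 for leaf. For 4 further aquaporin probes, AH32426, AH33330, AH38760 and AH40844, the ratio for leaf was lower than for root. For AH32426 this difference among the tissues passed limma's F-test (adjusted p = 0.0488). Without the compressed array, the root value rose from 2.92 to 3.51 for AH33330, from 3.25 to 3.95 for AH38760 and from 2.77 to 3.53 for AH40844. AH40844 was the probe of this class that did not pass in all 4 comparisons, since its spots had outlier flags on 2 of the 3 leaf arrays (log2 ratio 1.13, limma adjusted p = 0.101), and it passed without the compressed root array.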

In most higher plants the later seed maturation phase is characterized by a desiccation phase during which number of proteins distinct from the storage proteins are accumulated in embryos. According to their accumulation pattern it has been suggested that these particular proteins, called Late Embryogenesis Abundant (LEA) could be involved in seed desiccation tolerance [27,28]. In addition to their expression during seed desiccation, many of the genes coding for LEAs can be highly induced in immature seeds or activated in vegetative tissues upon osmotic stress [29], indicating that they are, in part, regulated at the transcriptional level [30]. On the other hand EM proteins could be responsible for the maintenance of a minimal water content allowing preservation of cell content in dried seeds [30,31].

Utilizing the blast2GO tool, twelve transcripts with an Enzyme Commission (EC) number were mapped to twenty five different Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Of these, 18 pathways relevant to pods were presented in Additional File 3. 

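The enzyme UDP-glucose pyrophosphorylase is listed in Additional file 2 under its other name, UTP--glucose-1-phosphate uridylyltransferase, for probe AH10955. Its log2 ratio of pod over tissue was 1.17 ± 0.09 for leaf, 1.74 ± 0.20 for stem, 2.18 ± 0.19 for peg and 1.89 ± 0.30 for root (SD, n = 3 arrays each), with limma adjusted p-values from 5.49e-07 to 1.4e-05. The ratio was positive on all 12 arrays. The treat test did not call AH10955 for leaf. The ratios differed among the 4 tissues by limma's F-test (adjusted p = 0.00487). The rows of the list held here name no dTDP-glucose dehydratase, which was not analysed here.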

As expected, five major pathways leading to the production of sugars and starch involving the enzymes UDP-glucose pyrophosphorylase (EC:2.7.7.9) and dTDP-glucose 4-6-dehydratase (EC:4.2.1.46) were identified. 

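The acyltransferase of lipid synthesis listed in Additional file 2 (1-acyl-sn-glycerol-3-phosphate acyltransferase zeta, probe AH18742) had log2 ratios of pod over tissue of 1.59 for leaf, 1.20 for stem, 1.19 for peg and 1.70 for root (standard error 0.16 each, limma adjusted p between 5.16e-06 and 0.000133). With normexp background correction and loess, the ratios of AH18742 were 0.97, 0.74, 0.72 and 0.73, which is under the 2-fold threshold in each comparison. The list holds 2 probes for cystathionine beta-lyase, an enzyme of sulfur amino acid metabolism. AH15490 had 1.80 ± 0.35 for leaf, 1.70 ± 0.32 for stem, 1.61 ± 0.23 for peg and 1.63 ± 0.47 for root, and AH37870 had 2.62 ± 0.30, 2.01 ± 0.36, 1.77 ± 0.27 and 2.10 ± 0.82 (SD, n = 3 arrays each, limma adjusted p at most 0.000229). Both probes had positive ratios on all 12 arrays. The treat test called neither probe for peg and did not call AH15490 for root. For root, a limma fit on the root arrays alone did not call AH37870.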

Peanut being an oilseed crop, the pathways leading to lipid metabolism (2 pathways) and sulfur containing amino acid metabolism (5 pathways) were predominant in pods. Peroxidase enzyme (EC:1.11.1.7) found abundant in pods have multiple roles in plants. 

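In Additional file 2, 2 probes are named as peroxidases. The peroxidase 55 probe AH24604 had log2 ratios of pod over tissue of 3.32 ± 0.55 for leaf, 3.02 ± 0.54 for stem, 2.62 ± 0.36 for peg and 2.38 ± 0.69 for root (SD, n = 3 arrays each). The peroxidase 51 probe AH38002 had 2.72 ± 0.50 for leaf, 1.82 ± 0.24 for stem, 1.70 ± 0.21 for peg and 1.54 ± 0.61 for root. The largest limma adjusted p of these values was 0.000478, for AH38002 in root, where the ratio was 0.87 on the compressed array of replicate 1. A limma fit on the root arrays alone did not call AH38002, and the treat test did not call it for peg or root. The ratios of AH38002 differed among the tissues by limma's F-test (adjusted p = 0.0343), and those of AH24604 did not (adjusted p = 0.218). Additional file 2 also lists a phenylalanine ammonia-lyase (AH12173) and a 4-coumarate CoA ligase (AH10939) of the phenylpropanoid pathway, named here after their values were seen. Both were less abundant in pod in all 4 comparisons. Against leaf, stem, peg and root, AH12173 had -3.25, -2.82, -2.67 and -1.92, and AH10939 had -2.18, -2.51, -1.14 and -3.17.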

Apart from its reactive oxygen scavenging and water-stress signaling activity [32], the peroxidase enzyme also catalyses phenylpropanoid biosynthesis and phenylalanine metabolism resulting in defense compounds which may protect the developing peanut pods in the soil. 

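Additional file 2 lists 2 probes for phosphoenolpyruvate carboxylase. AH40120 had log2 ratios of pod over tissue of 4.16 ± 0.65 for leaf, 1.96 ± 0.46 for stem, 1.77 ± 0.47 for peg and 1.80 ± 0.23 for root (SD, n = 3 arrays each), with limma adjusted p-values of 7.35e-08, 6.82e-05, 0.000188 and 0.000318. The ratios of AH40120 differed among the tissues by limma's F-test (adjusted p = 0.000352), with the highest in leaf. AH39374, the housekeeping isozyme, had 1.36, 1.34, 1.35 and 1.06 in the same order (standard error 0.16 each), and these did not differ among the tissues by limma's F-test (adjusted p = 0.608). For root, AH39374 was under the 2-fold threshold without replicate 3 (0.89) and with normexp background correction and loess (0.91). With normexp background correction and centring on the median, AH39374 was under it for leaf (0.998), stem (0.962) and root (0.895), but not for peg (1.03). A limma fit on the root arrays alone did not call AH39374, nor did the error-model p on all 3 root arrays. The treat test called AH39374 in no comparison and did not call AH40120 for peg or root. The hydroxyacylglutathione hydrolase probe AH34668 had 1.98 ± 0.24 for leaf, 2.28 ± 0.33 for stem, 1.88 ± 0.10 for peg and 1.79 ± 0.52 for root (SD, n = 3 arrays each, limma adjusted p at most 3.69e-05).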

Two enzymes involved in pyruvate metabolism phosphoenolpyruvate carboxylase (EC:4.1.1.31) and hydroxyacylglutathione hydrolase (EC.3.1.2.6) were also found to be more abundant in pods. Pyruvate thus generated may be involved in biosynthesis of secondary metabolites like terpenoids by the action of 1-deoxy-d-xylulose 5 phosphate synthase (EC:2.2.1.7). Together the pathway analyses suggests that in pod tissues apart form basic starch and lipid metabolism, secondary metabolites such as phenylpropanoids and terpenoids are also synthesized and may impart defense for developing pod tissues in soil.

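The probe for 1-deoxy-D-xylulose-5-phosphate synthase, AH20823, had log2 ratios of pod over tissue of 4.66 ± 0.12 for leaf, 4.88 ± 0.10 for stem and 4.84 ± 0.22 for peg (SD, n = 3 arrays each; limma adjusted p = 5.09e-07, 1.16e-06 and 2.2e-06). For root it had 3.62 ± 1.37 (SD, n = 3 arrays; limma adjusted p = 2.66e-05), and 4.40 without the compressed array of replicate 1. In each comparison the channel of the other tissue was well above background on 2 of the 3 arrays, so the size of these ratios depends on the background correction. With normexp background correction and loess, the log2 ratios of AH20823 were 3.61, 3.84, 3.78 and 3.07 for leaf, stem, peg and root.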

### Validation of array data with quantitative real-time PCR

Quantitative real time PCR has become a gold standard for the gene expression and generally used for validation of microarray results [33]. To validate the microarray data from our study, quantitative real time PCR (qRT-PCR) analyses were performed on the same mRNA samples used for the microarray experiments. 

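The transcripts measured by qRT-PCR correspond to 8 array probes. The glycinin probe AH19851 had the highest array ratios, with a log2 ratio of pod over tissue of 6.61 for leaf, 6.77 for stem and 6.78 for peg (standard error 0.51 each, limma adjusted p from 7.47e-07 to 3.21e-06). For root it had 5.69 ± 1.89 (SD, n = 3 arrays), with 3.59 on the compressed array of replicate 1, and 6.74 without it. The desiccation-related probe AH39002 had ratios from 5.02 for root (5.63 without the compressed array) to 5.94 for stem, and the late embryogenesis abundant protein 2 probe AH40559 had ratios from 4.84 for root (5.54 without it) to 5.76 for stem. The GPI-anchored protein probe AH30432 lay between 2.77 and 3.18. The protein disulfide-isomerase probe AH27472 had 3.25 for leaf and between 1.79 and 2.14 for the other tissues, and the emp24 domain protein probe AH35494 had 2.03 for leaf and between 1.39 and 1.49 for the others. The aquaporin PIP2-1 probe AH32426 had 1.66 for leaf, 2.10 for stem, 1.66 for peg and 2.95 for root (3.52 without the compressed array). The lipoxygenase probe AH46647 was less abundant in pod, with -2.56 for leaf, -1.56 for stem, -1.75 for peg and -1.79 for root (-2.18 without the compressed array). Each of the 32 mean ratios passed the threshold, and the largest limma adjusted p was 0.000632.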

Eight differentially-expressed transcripts, 7 pod-enriched and 1 pod-deficient, were selected for qRT-PCR analysis (Table 2). 

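The array ratios of the 8 transcripts were set against the paper's qRT-PCR values in Table 3 on the log2 scale. The last array column and the last qRT-PCR column of that table are headed Pod and were read here as root, since the array values in that column follow the root folds of the same probes. For leaf, Pearson's r was 0.925 (exact permutation test over pairings, two-sided, p = 0.00151, adjusted p = 0.0055) and Spearman's rho was 0.929 (exact p = 0.00223, adjusted p = 0.00446). For stem, r was 0.853 (exact p = 0.00898, adjusted p = 0.00925) and rho was 0.810 (exact p = 0.0218, adjusted p = 0.0291). For peg, r was 0.902 (exact p = 0.00275, adjusted p = 0.0055) and rho was 0.929 with the same exact p as for leaf. For root, r was 0.858 (exact p = 0.00925) and rho was 0.762 (exact p = 0.0368), and adjustment left both p-values as they were. Each adjustment covers the 4 tissues. These correlations are across transcripts, which are not independent replicates. The sign was the same by both methods for 8 of 8 transcripts in each tissue. The change was larger by qRT-PCR for 7 transcripts against leaf, 7 against stem, 5 against peg and 8 against root. The regression slope of the qRT-PCR on the array values was 1.35 for leaf, 1.68 for stem, 1.27 for peg and 1.86 for root, where the array of replicate 1 had compressed ratios. Without replicate 2, Spearman's rho for root was 0.714, which did not pass.

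**Figure D2:**
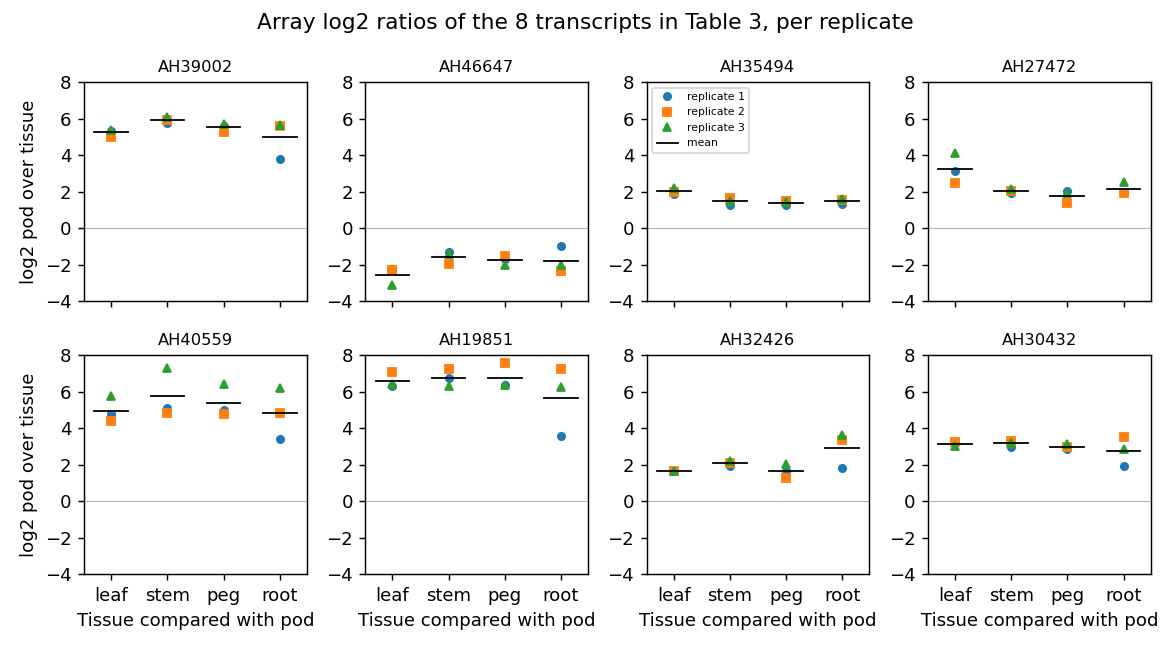
Log2 ratio of pod over tissue (vertical axis) of the 8 transcripts of Table 3 against leaf, stem, peg and root, with 1 symbol per replicate array and a line at the mean. The symbols of AH46647 lie below 0 and those of the other 7 transcripts above 0 on all 12 arrays.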

The relative expression pattern of all eight selected genes resembled respective microarray expression patterns (Table 3) and suggested that microarray analyses utilizing the current array were highly reliable and accurate.

**Table 2:** List of primers for qRT-PCR analysis of tissue-abundant genes.

**Gene name**	**Accession #**	**Primer name**	**Primer sequence (5'-3')**	**Primer effeciency**	**Amplicon size (bp)**
Glycinin precursor	gi| 146771807	GLY F-	TATGATGATGACGATCGACGACCACG	1.738	82
		GLY R-	TGCATAGTGTTTCCTCCACTCCGT		
Late embryogenesis abundant protein 2	gi| 110810624	LEA2 F	TAGTTCGGGTTGTAGTAGCAGGGT	1.831	99
		LEA2 R	AAGGTTCCATCTTCTCGCCGATGT		
Protein disulfide-isomerase precursor	gi| 56690261	PDI F	AGGGTTCCGATCTGCTTCCTCTTT	1.823	96
		PDI R	AAACTCCTTCTCTTTGGCCTCCGA		
Putative GPI anchored protein	gi| 110811592	GPI-AP F	AAATAGAGGACGAGCCATGCGAGA	1.603	89
		GPI-AP R	AGGTTTGGAATGTTTGCGCTGGAG		
Plasmamembrane intrinsic protein 2	gi| 149221199	PIP2 F	AAGACAAGCCCTGGGATGACCATT	1.832	96
		PIP2 R	CTGCCCTCAAGATGAATTGGTGGT		
Transmembrane emp24 domain-containing protein 2 precursor	gi| 149222425	emp24 F	ACACGAATGAGAGCACACGAAAGC	1.812	88
		emp24 R	ATGACCTGCAGTGCACTAACACCA		
Dessication-related protein PCC13-62	gi| 110811067	DRP F	TGGAGAATCTCTACATCCCTCCT	1.854	99
		DRP R	TCCCAGTGAGGCCAACATAAGGAA		
Lipoxygenase 4	gi| 126159580	LOX4 F	TATTCAAGGGAGGGTGGTCTCACT	1.796	90
		LOX4 R	AGGGATCCTGGCAAACAGGGAAAT		

**Table 3:** Expression pattern of peanut pod abundant transcripts.

		**Microarray fold change**				**Quantitative real-time PCR fold change**			
**Probe**	**Gene name**	**Leaf**	**Stem**	**Peg**	**Pod**	**Leaf**	**Stem**	**Peg**	**Pod**

AH39002	desiccation-related protein **(DRP)**	38	61	46	27	2467	69811	2126	23567
AH46647	lipoxygenase 4 **(LOX4A)**	0.16	0.33	0.29	0.27	0.25	0.62	0.3	0.2
AH35494	transmembrane emp24 domain-containing protein **(emp24)**	4	3	3	3	6	6	2	4
AH27472	protein disulfide-isomerase precursor **(PDI)**	9	4	3	4	51	20	9	9
AH40559	late embryogenesis abundant protein 2 **(LEA2)**	29	43	38	21	268	983	113	345
AH19851	glycinin precursor **(GLY)**	95	106	103	29	228	612	109	324
AH32426	aquaporin PIP2-1 **(PIP2)**	3	4	3	6	5	7	8	17
AH30432	putative GPI anchored protein **(GPI-AP)**	9	9	8	6	47	1655	24	580

Microarray and quantitative real time PCR expression values are mentioned as fold change of transcript in pods compared to different tissues.

## Conclusion

Peanut, being an under represented crop in terms of genome sequencing and physical mapping, needs a comprehensive tool for dissecting complex mechanisms of development and tolerance to biotic and abiotic stresses. To attain this broad objective, we have designed and characterized a high density oligonucleotide microarray suitable for transcript profiling of various peanut tissues. Analysis of pod abundant transcripts suggested the presence of distinct pathways involved in generation of secondary metabolites apart from the accumulation of transcripts for storage and desiccation-related protein. These peanut microarrays are publicly available and can be upgraded with additional oligonucleotides designed from subsequent sequencing efforts from the peanut research community. The expression profiles generated by these peanut microarrays will provide starting points for in-depth studies on candidate genes that can be utilized in reverse genetics to assign gene functions.

## Methods

### Plant tissue

Field grown plants of peanut cultivar FlavRunner 458 were used for tissue collection. The harvested tissue from leaves, pegs, stem, root and pods were immediately frozen in liquid nitrogen and stored at -80°C until further analysis.

### RNA extraction

Total RNA from different tissue was isolated using the RNeasy Plant Minikit (Qiagen, Valencia, CA). Pooled frozen tissue from five plants were ground to a fine powder in liquid nitrogen and approximately 100 mg of homogenized tissue was used for total RNA isolation according to manufacturer's protocol, except the homogenized seed tissue was initially extracted in 600 μl of RLT buffer and during purification, samples were incubated in buffer RW1 for 5 min during the column washing step. RNA samples were treated with Turbo DNAfree (Ambion, Inc., Austin, TX) prior to cDNA synthesis.

### cRNA synthesis

An aliquot of 450 ng of total RNA was used for cDNA synthesis utilizing the Low RNA Input Fluorescence Linear Amplification Kit (Agilent Technologies). Resulting cDNA was transcribed into cRNA and labeled with either cyanine 3 or cyanine 5-labeled nucleotides (Perkin Elmer, Wellesley, MA) using T7 RNA polymerase (Agilent Technologies). Labeled cRNA was purified with RNeasy Mini columns (Qiagen, Valencia, CA). The cRNA quality and quantity were determined spectrophotometrically using a NanoDrop ND-1000 spectrophotometer.

### Oligonucleotide microarray hybridization

Labeled cRNA from pod tissue was hybridized in combination with different tissues (Figure 5) using the *in situ *hybridization kit from Agilent Technologies. A total of 5 tissue samples were compared in three biological replicates with dyes swapped in the second biological replicate. Arrays were incubated at 65°C for 17 h in rotating hybridization chamber. Arrays were washed at room temperature under constant agitation for 10 minutes in 6× SSC with 0.005% Triton X-102 followed by a 5 minutes in cold, 0.1× SSC, 0.005% Triton X-102.

**Figure 5:**
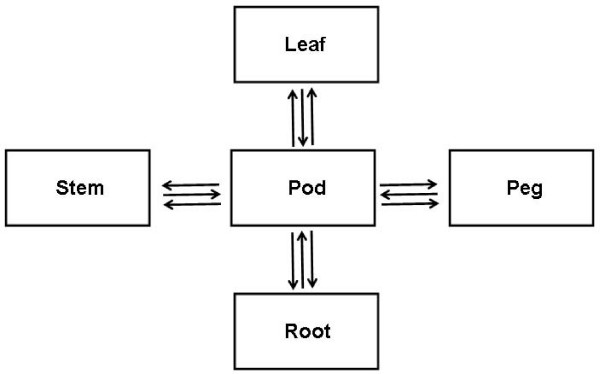
**Diagrammatic representation of microarray experimental design**. The arrow represents Cy5 and the end of the arrow represents Cy3.

### Image scanning and data analysis

Arrays were scanned using a GenePix^® ^4000B microarray scanner at 5-μm resolution and images were saved as uncompressed tagged image files. For detection of significant differentially expressed genes, each slide image was processed by Agilent Feature Extraction software (version 9.1). This software measured Cy3 and Cy5 signal intensities of whole probes. Since dye bias tends to be signal intensity-dependent, probe sets for dye normalization were selected by rank consistency. Normalization was done by locally weighted linear regression (LOWESS). Ratios were log-transformed and significance values (P-value) were calculated based on a propagate error model and universal error model. In this analysis, the threshold of significant differentially expressed genes was determined with a p-value ≤ 0.05 (p-value is a measure of the confidence that the feature is not differentially expressed). Low-quality spot data generated due to artifacts were eliminated prior to data analysis. Processed intensities from feature extraction analysis were imported into the TIGR Multiexperiment Viewer software (MEV 4.1) and significant genes at a p-value of ≤ 0.05 and more than two-fold difference in expression were defined as differentially expressed.

### Annotation

The Gene Ontology functional annotation tool Blast2GO [22] was utilized to assign GO ids, enzyme commission numbers, and mapping to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The Blast2GO tool also enabled statistical analysis related to over representation of functional categories based on a Fisher Exact statistic methodology.

### Gene expression analysis using real time-PCR

#### cDNA synthesis and Primer Design

Total RNA samples were treated with Turbo DNAfree (Ambion, Inc., Austin, TX) prior to cDNA synthesis. One microgram of total RNA was used to synthesize first strand cDNA using SuperScript First Strand Synthesis system for RT-PCR (Invitrogren, CA). The primers for pod abundant genes and actin standard were designed using Integrated DNA Technologies primer designing tools. The efficiency of the primer pairs was determined on cDNA derived from the pod of FlavRunner 458 cultivar using a 1:2 serial dilution series. Primer efficiency reactions were performed in triplicate in volumes of 25 μL using SuperArray SYBRGreen reaction mix (SuperArray Bioscience Corp., MD). Reactions were subjected to real-time qRT-PCR using the Roche LightCycler 480 Real-Time PCR System and data analyzed using the LightCycler 480 quantification software (Roche Biochemicals, Indianapolis, IN) [12].

#### Real-Time qRT-PCR Conditions

Samples were analyzed in a 25 μL volume using the Roche LightCycler 480 (Roche Biochemicals, Indianapolis, IN). Reactions were performed in triplicate using cDNA templates from five tissues samples for each gene. A master mix of SYBRGreen and primers was prepared for each primer pair. RT-PCR reactions were performed on 40 ng total RNA with 400 nM specific primers under the following conditions: one cycle of denaturation at 95°C for 10 min followed by 40 cycles of 95°C for 15 sec (denaturation) and 60°C for 15 sec (annealing and elongation). The PCR reaction was followed by a melting curve program (60 – 95°C with a heating rate of 0.1°C per second and a continuous fluorescence measurement) and then a cooling program at 40°C. Negative controls lacking reverse transcriptase were run with all reactions. PCR products were also run on agarose gels to confirm the formation of a single product at the desired size. Crossing points for each transcript were determined using the 2^nd ^derivative maximum analysis with the arithmetic baseline adjustment. Crossing point values for each gene were normalized to the respective crossing point values for the reference gene actin. Data are presented as normalized ratios of genes along with error standard deviations estimated using the Roche Applied Science E-method [34].

## Authors' contributions

PP was responsible for the conception and design of the experiment and final revisions of the manuscript. PP and KRK designed the array and performed all data analysis and interpretation. KRK carried out the tissue collection, performed RNA extractions, array hybridizations, and real-time PCR. DR and WF assisted in tissue collection and participated in data interpretation and preparation of the manuscript. BG generated cDNA libraries and contributed to array design and preparation of the manuscript. MB and NP provided seed and contributed to data analysis and manuscript preparation. MG contributed to the conception of the experiment and manuscript preparation. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed tissue specific genes**. This table includes the list of statistically significant (p < 0.05) differentially expressed genes, including fold changes and functional descriptions, for leaf, stem, peg, and root tissue-specific genes. Click here for file

Additional file 2 **Pod abundant transcripts compared to all other tissues**. The data provided represent the list of differentially expressed pod abundant transcripts. 

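The rows of this list that could be read here number 108. Of these, 101 passed the threshold in the listed direction in all 4 comparisons, 19 of them with negative ratios, and the number was also 101 when p was adjusted over the list alone. The list was chosen on these samples, so this is not independent evidence. The treat test moved the number most, to 52. The rows that did not pass were AH11891, AH30161, AH33448, AH40844, AH45934, AH13746 and AH16341. AH30161 had no measured leaf or peg ratio and AH33448 no peg ratio, because all their spots on those arrays had outlier flags, and both passed with the flags ignored. AH11891 had a log2 ratio of pod over peg of 0.94, AH45934 of 0.90 for root, AH13746 of -0.94 for root (-1.14 without the compressed root array, when it passed) and AH16341 of -0.97 for stem. The fold changes were compared with those the paper lists, on the log2 scale. The median difference was 0.02 for leaf, stem and peg and 0.10 for root, where 57 of the 108 probes differed by more than 0.1. The differences of single probes ranged from -0.44 to 0.96 for leaf, from -0.29 to 1.07 for stem, from -0.19 to 1.06 for peg and from -0.23 to 0.87 for root. The way of averaging matters here. Linear ratios of tissue over pod were also averaged and then inverted, with outlier flags ignored, a setting chosen after seeing the values. For leaf, stem, peg and root, 102, 101, 104 and 102 of the 108 listed folds then lay within rounding.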

GO mapping and annotation of probe sequences was performed by Blast2go tool (version 2.2.3). Click here for file

Additional file 3 **Pathways catalyzed by pod specific enzymes**. This figure includes eighteen different pathways catalyzed by 12 pod specific enzymes. Click here for file

# Supplementary material for: Gene expression profiling in peanut using high density oligonucleotide microarrays
**Source:** BMC Genomics. 2009 Jun 12;10:265. doi: 10.1186/1471-2164-10-265

NUCLEOTIDE SUGARS METABOLISM

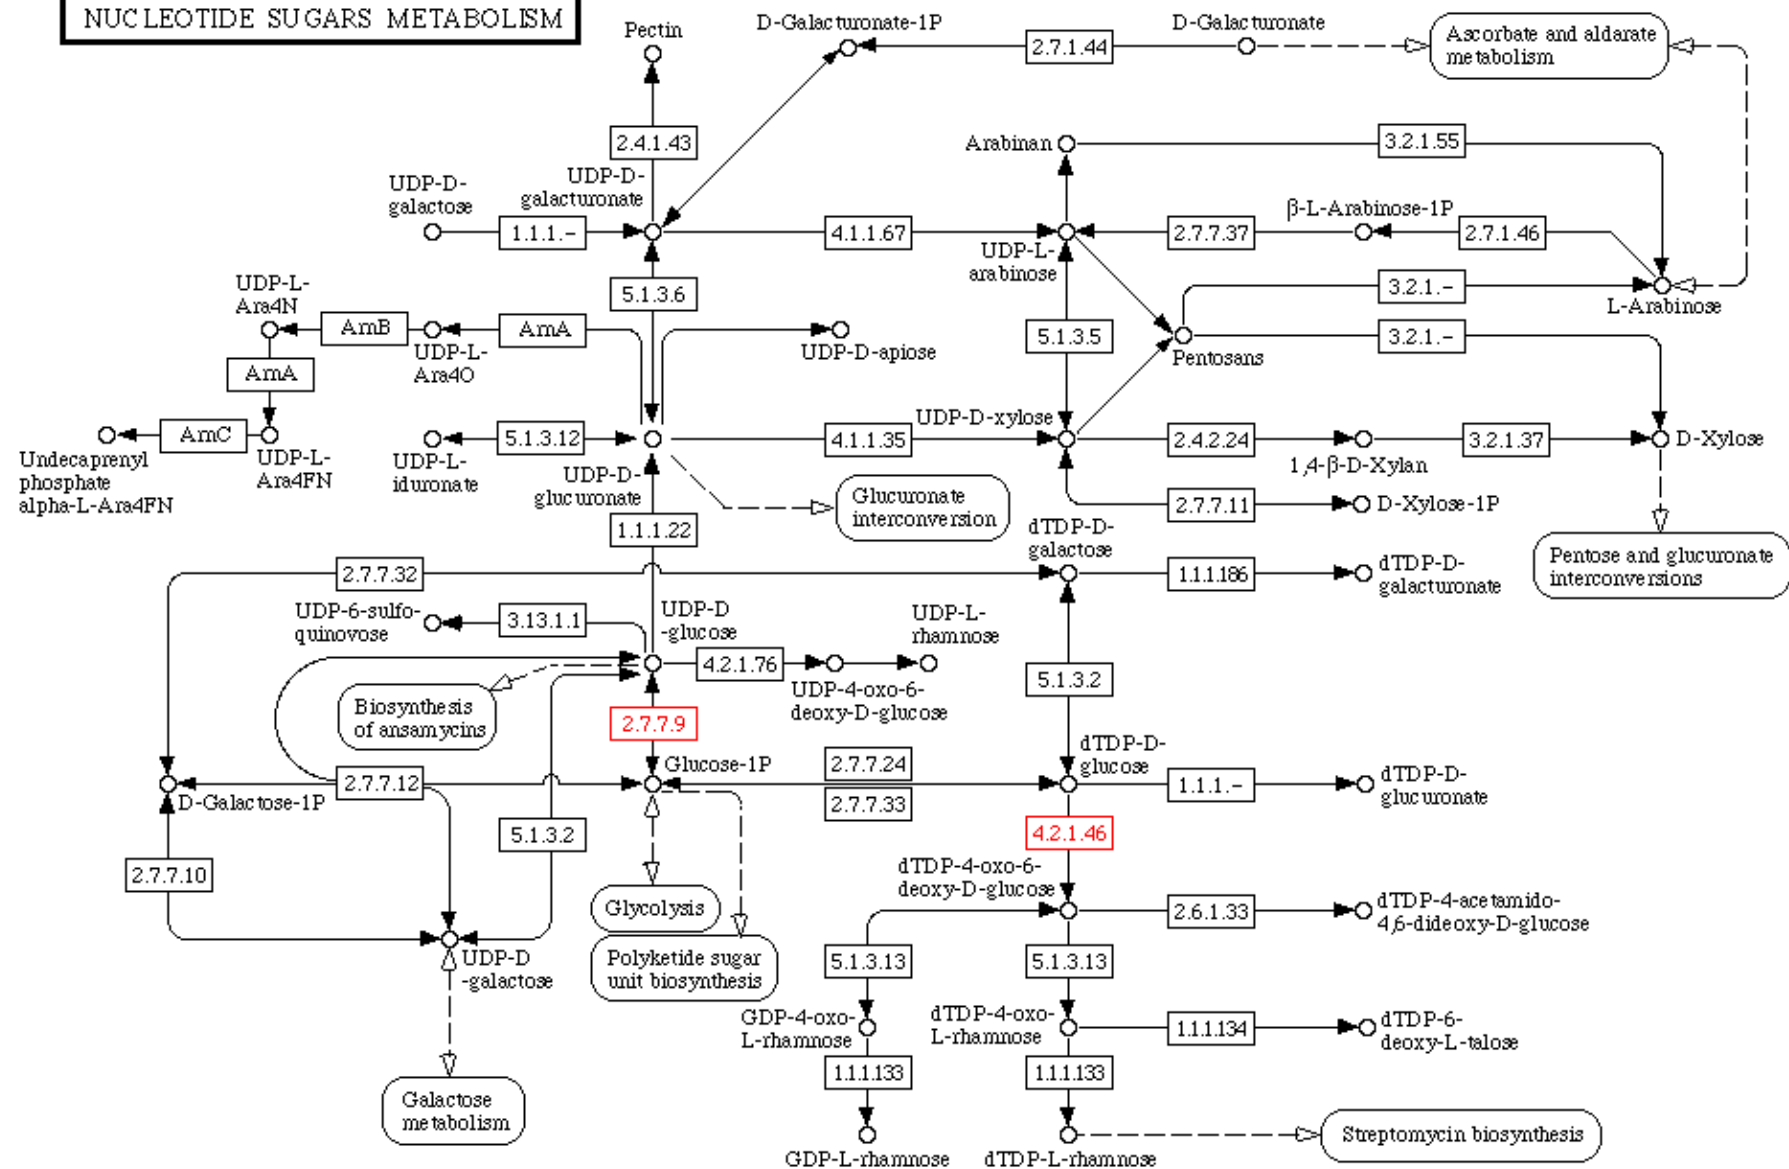

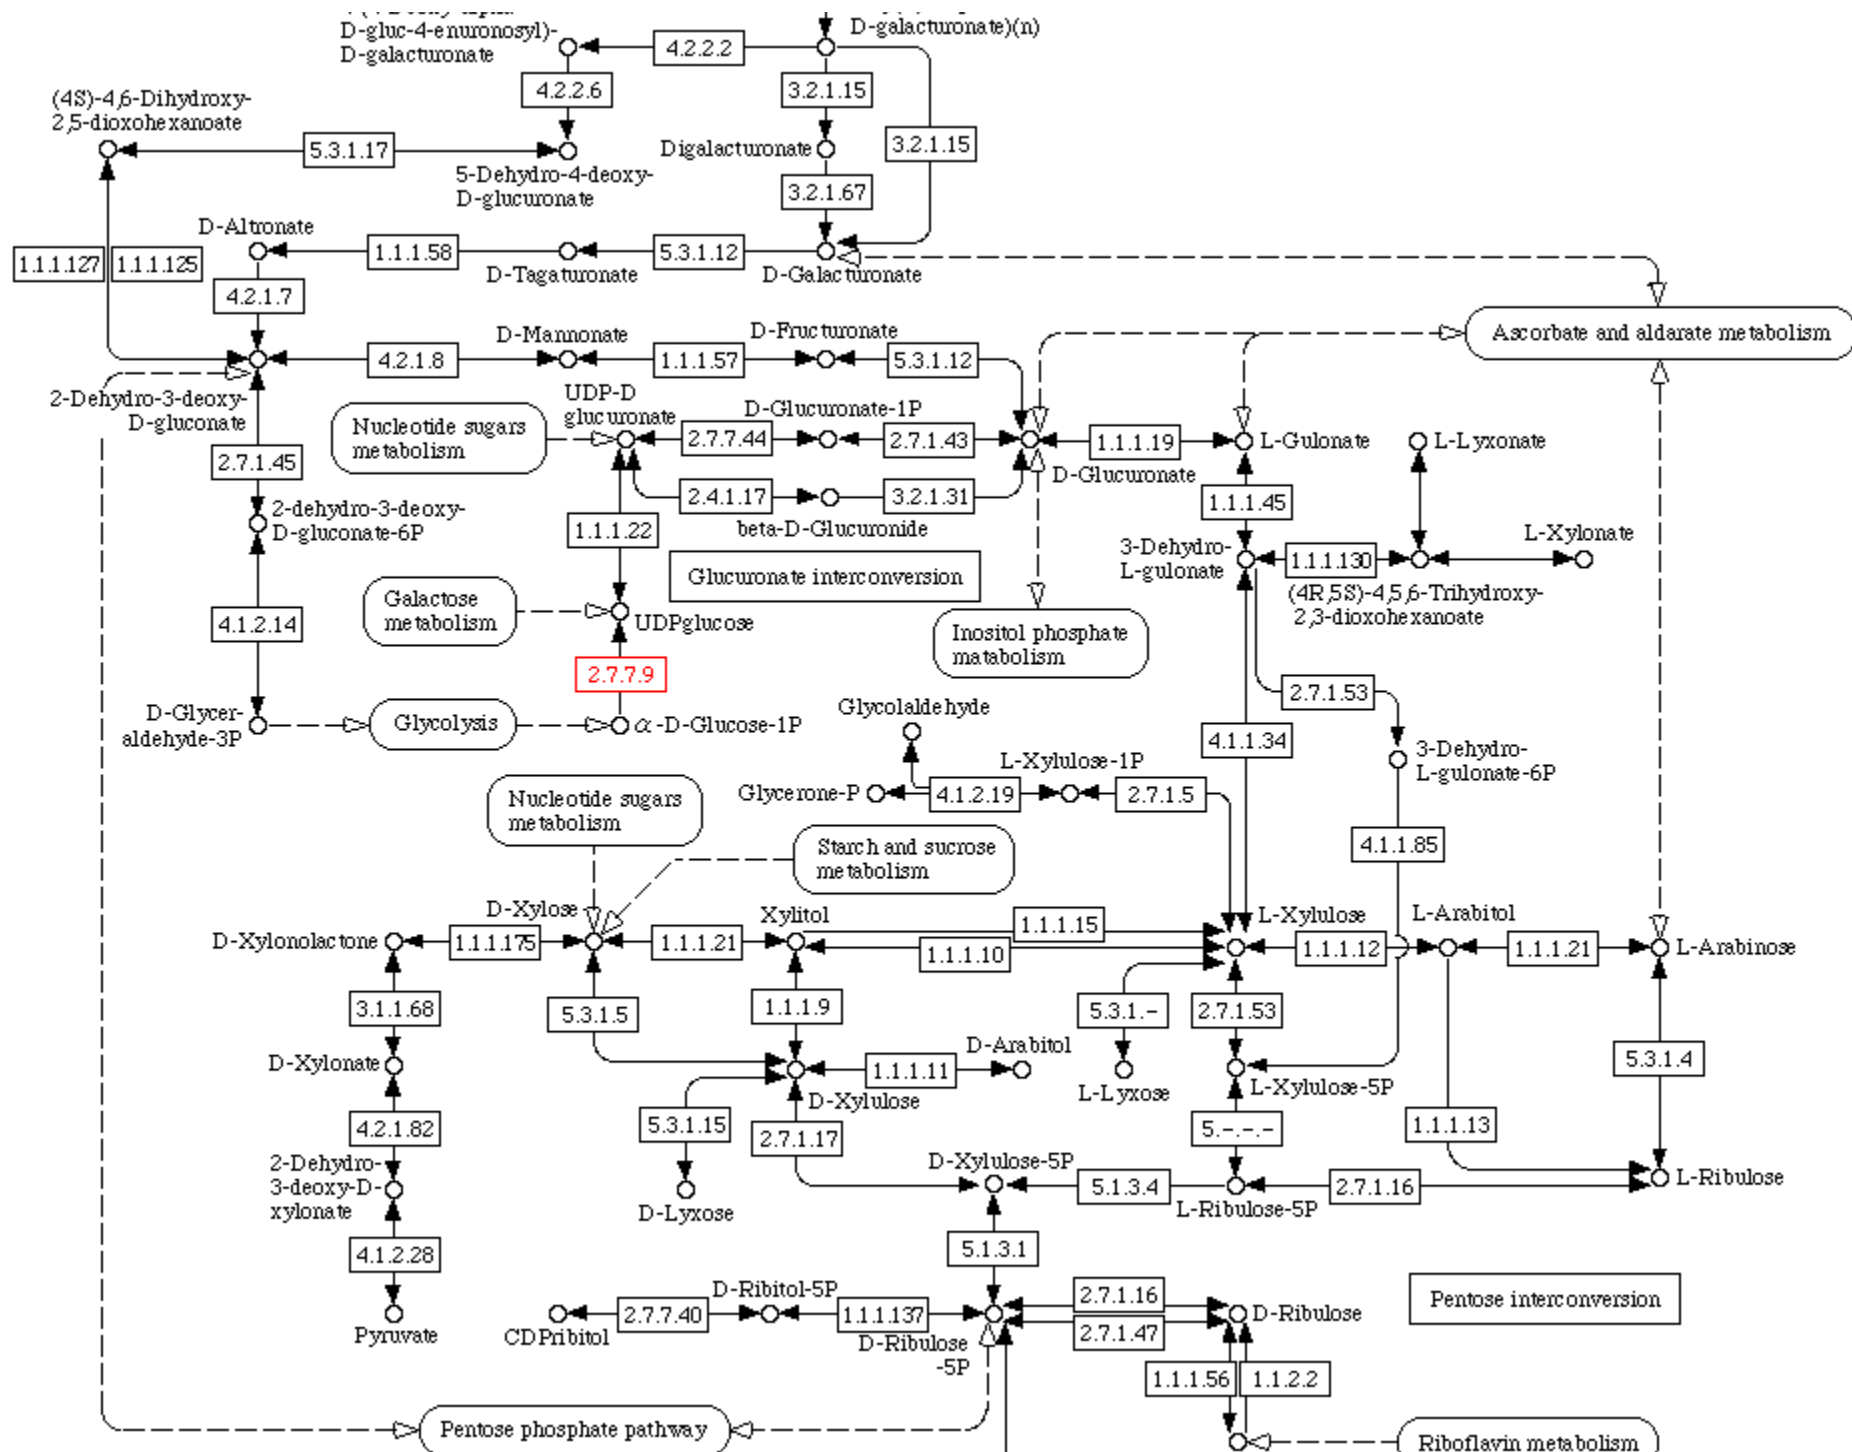

# GALACTOSE METABOLISM

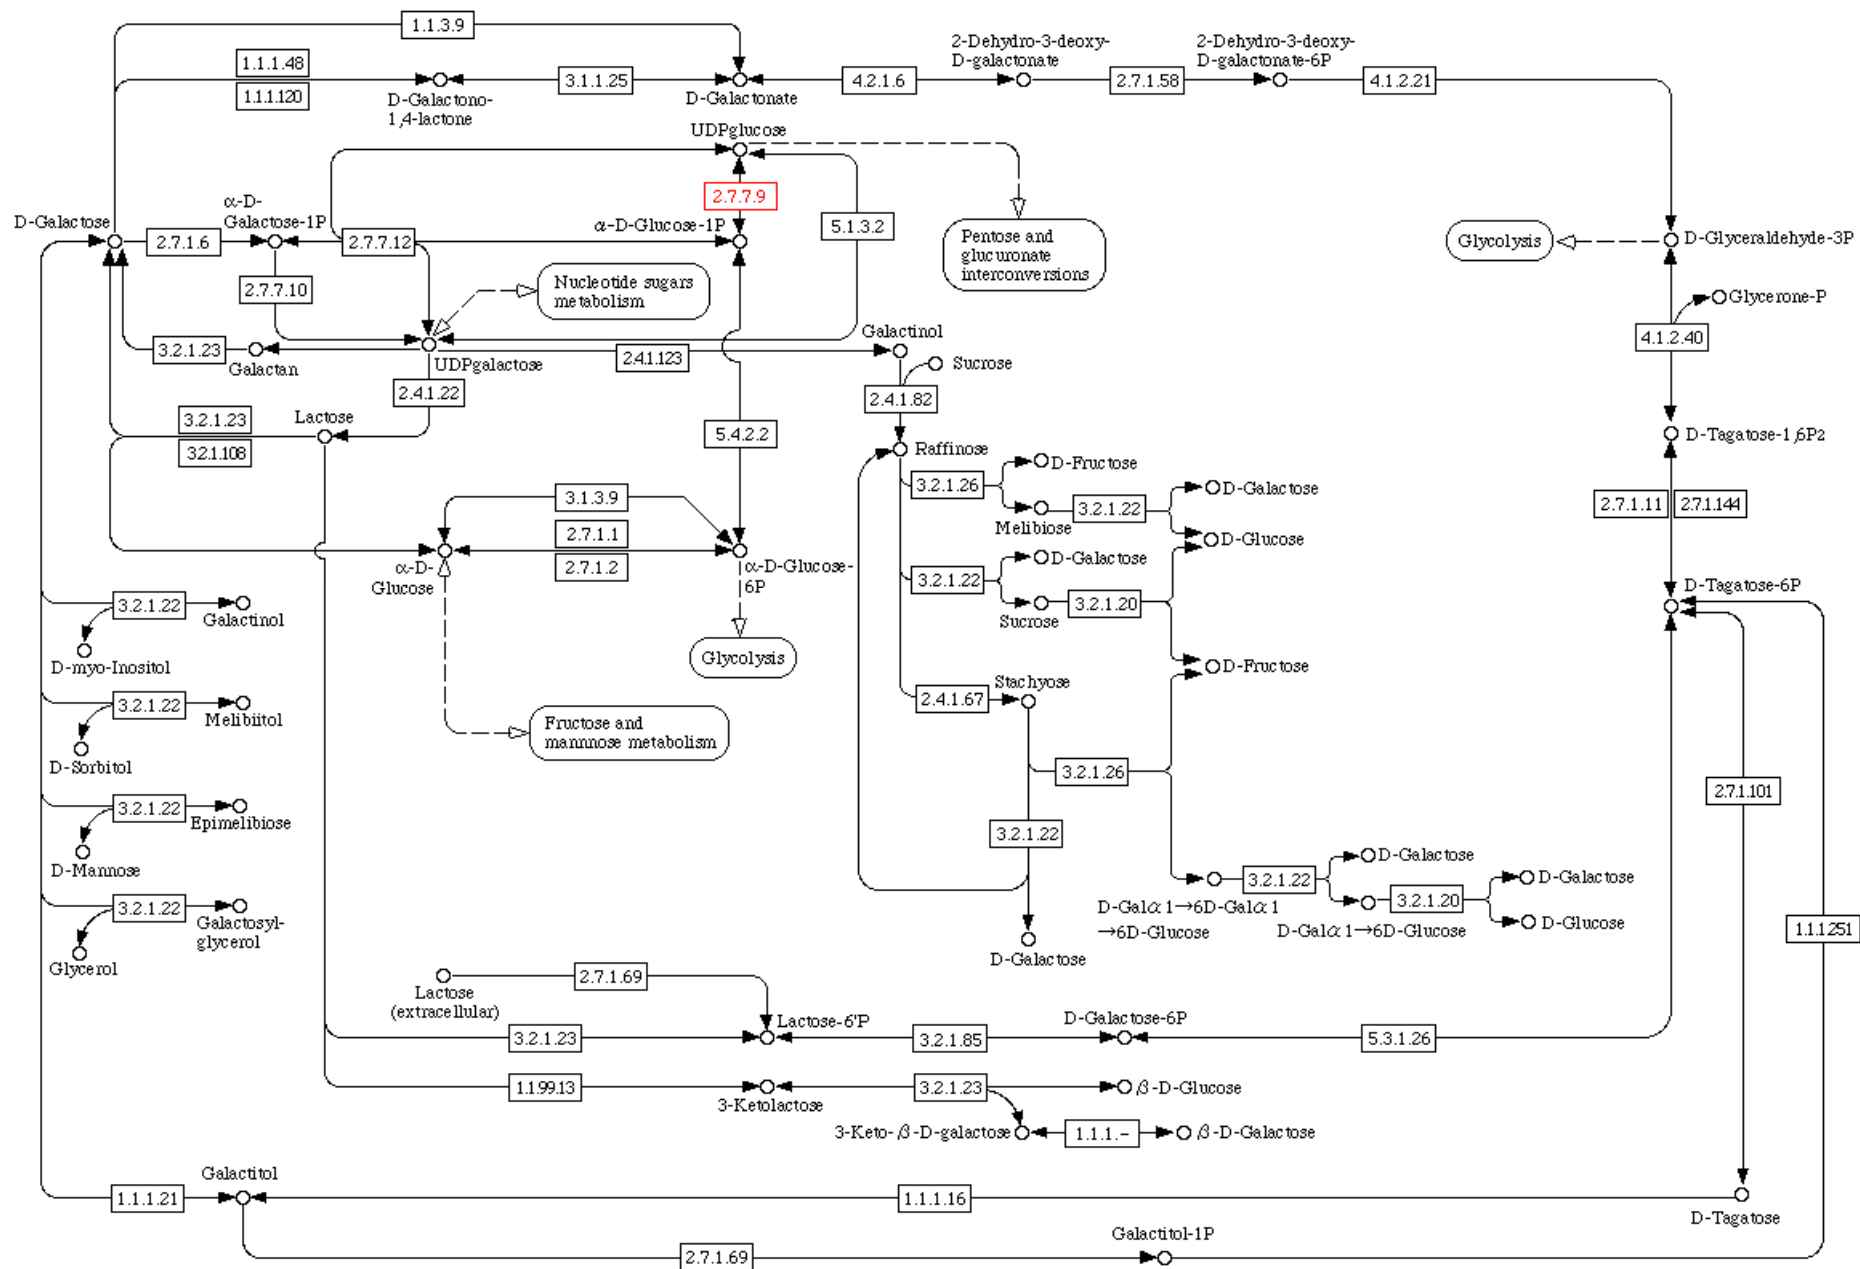

# POLYKETIDE SUGAR UNIT BIOSYNTHESIS

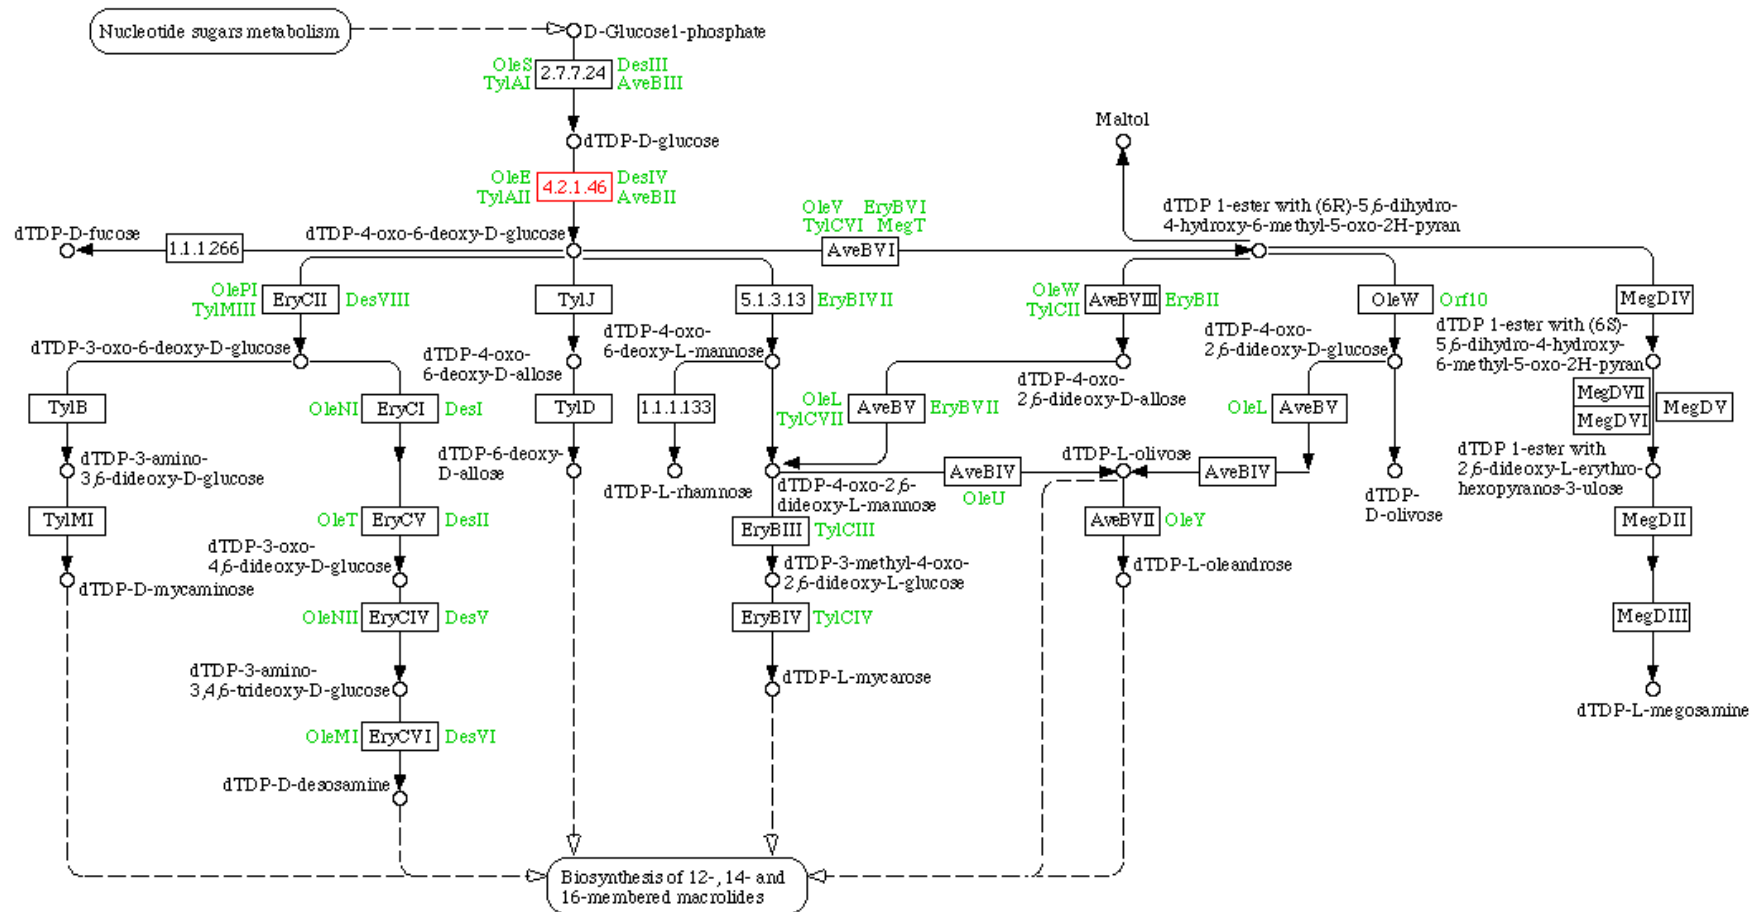

# GLYCEROLIPID METABOLISM

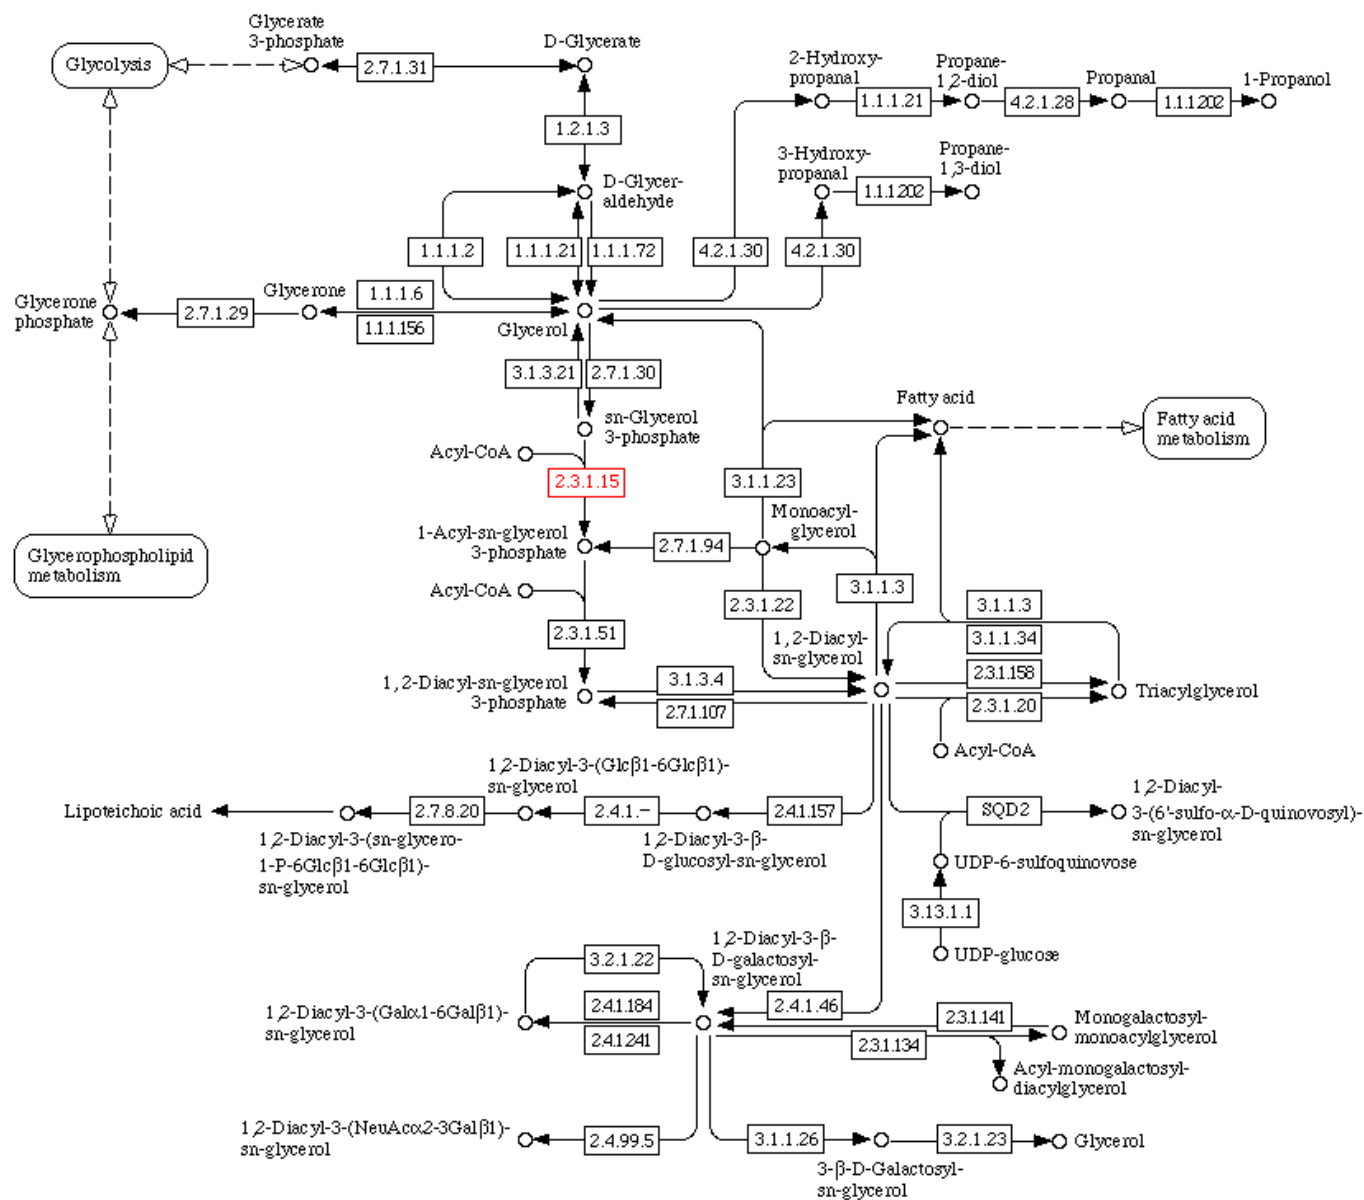

# GLYCEROPHOSPHOLIPID METABOLISM

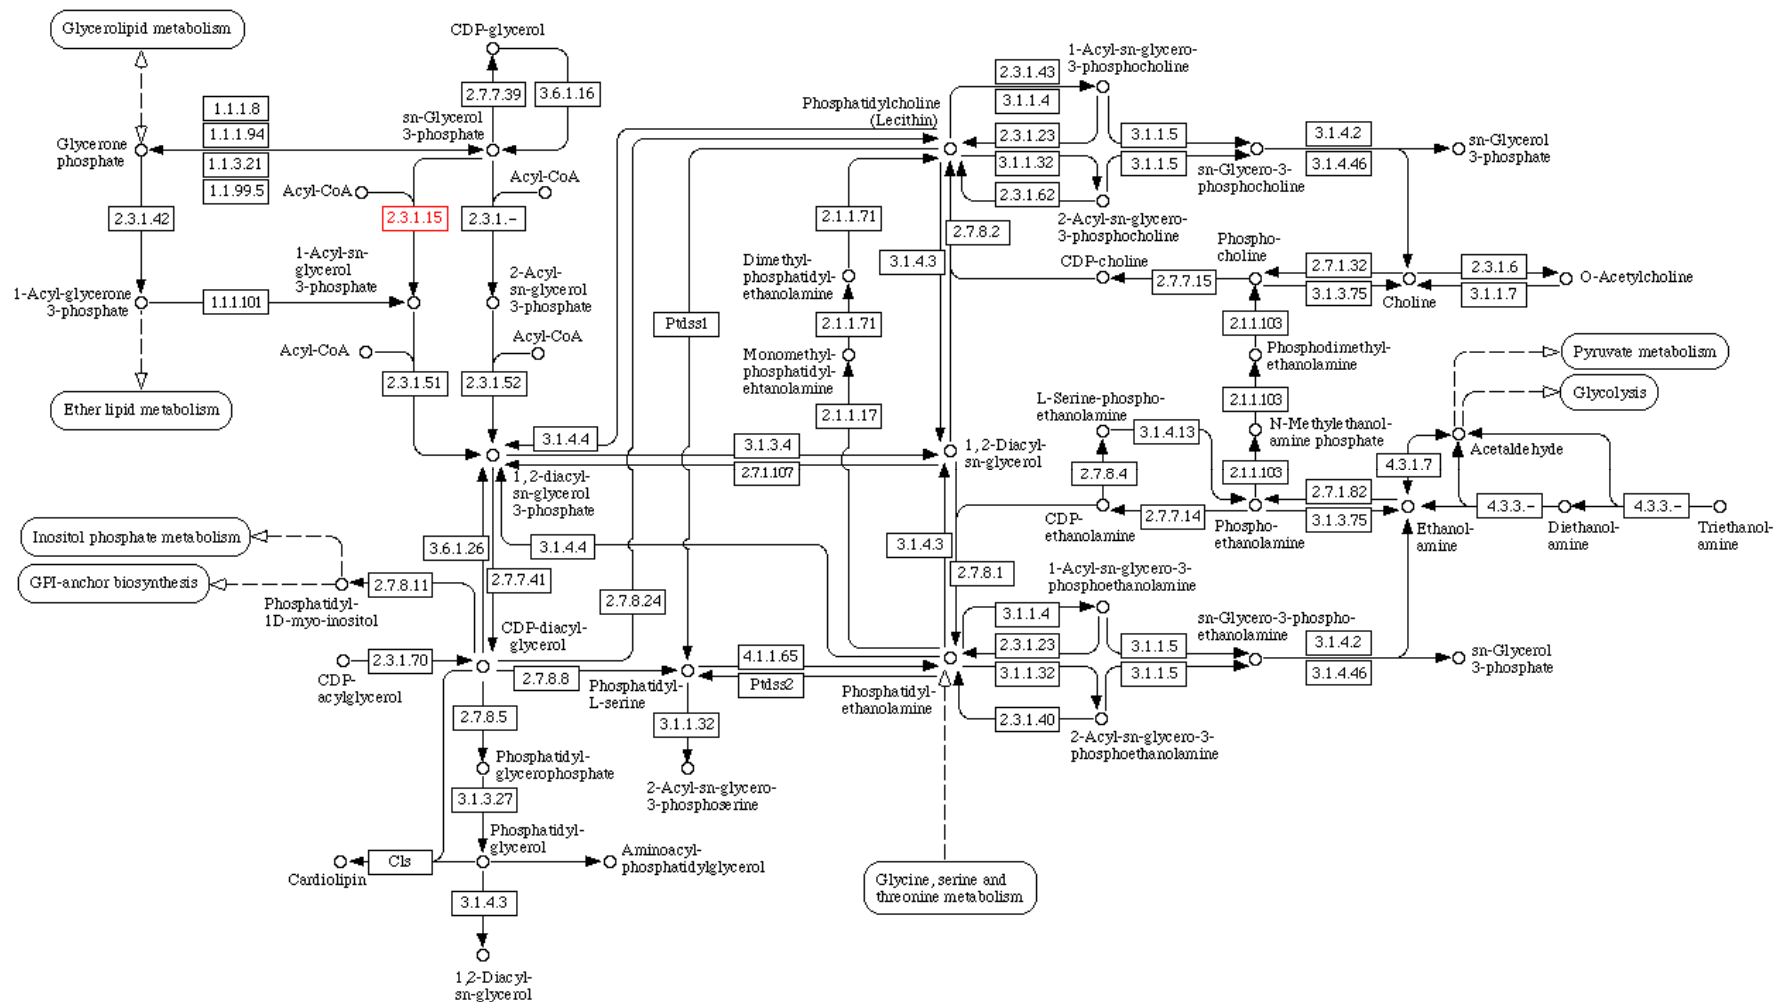

## METHIONINE METABOLISM

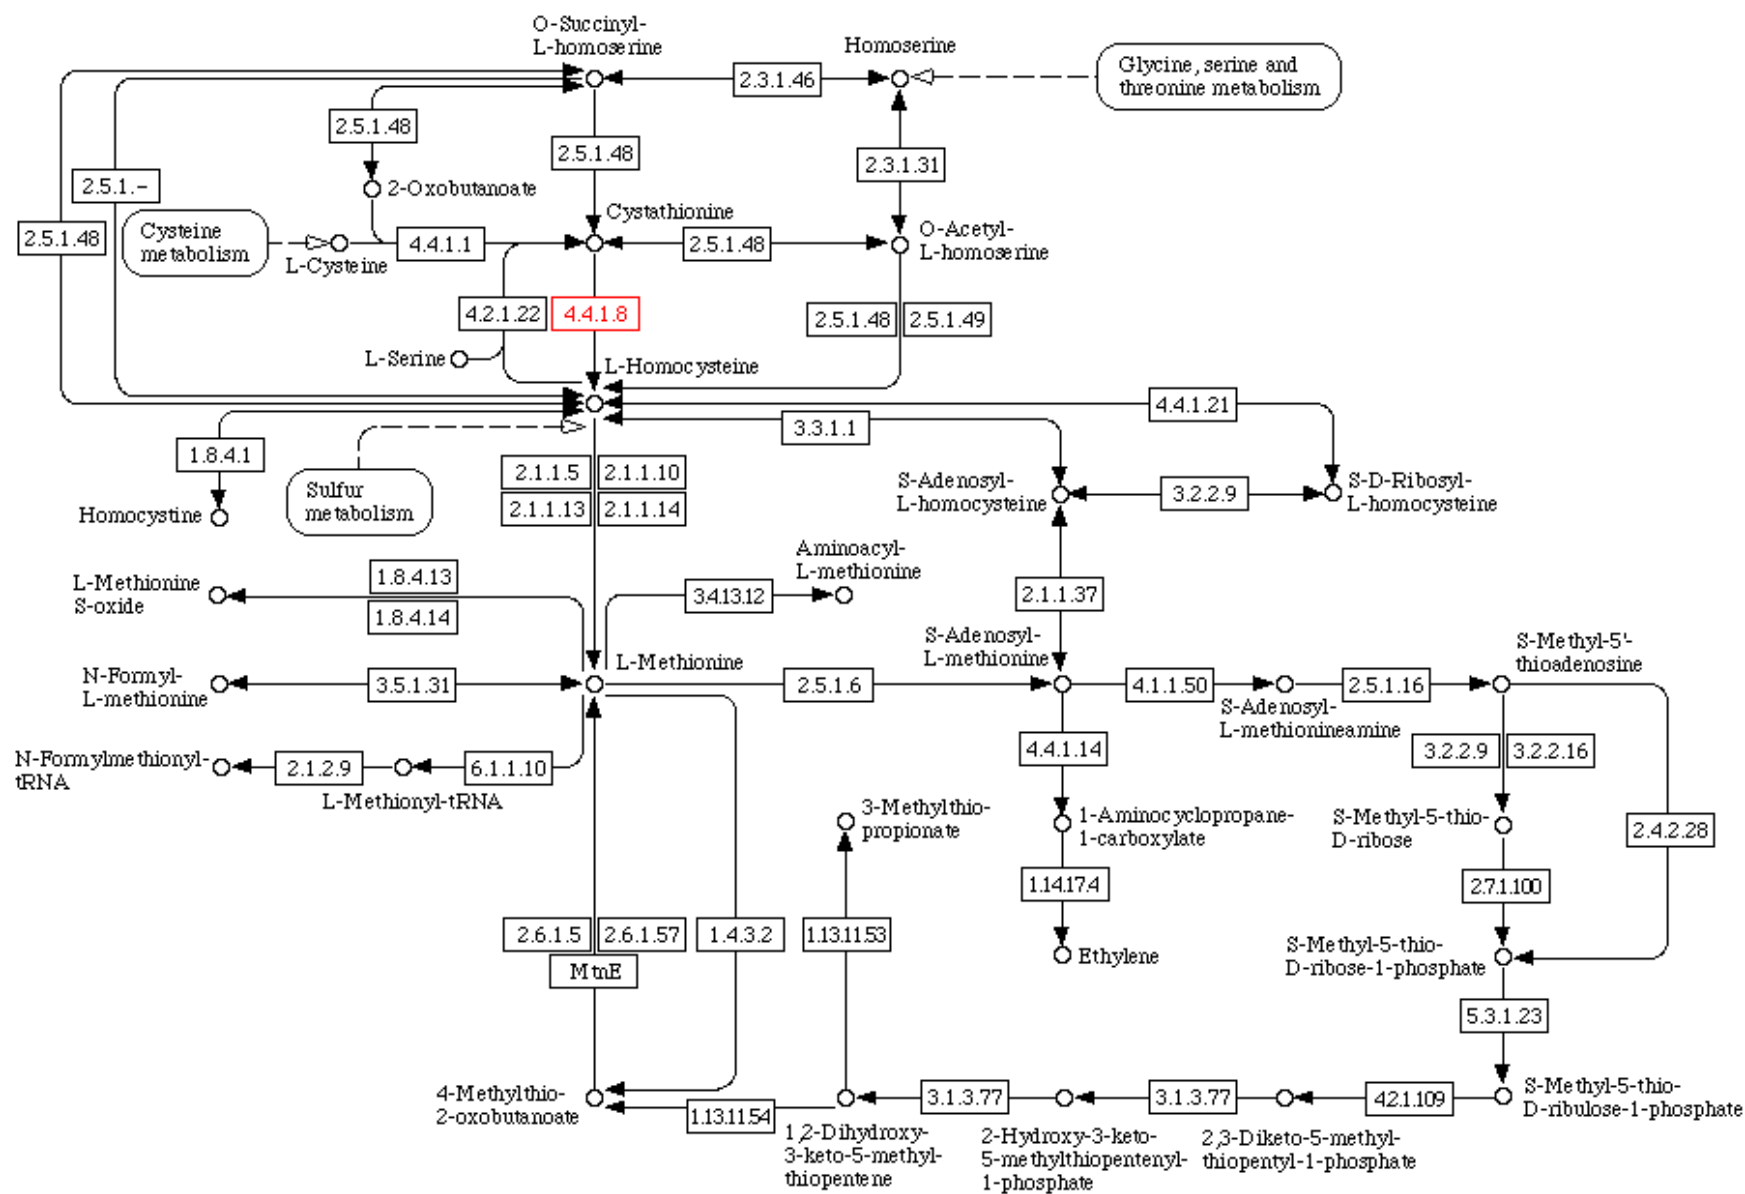

# CYSTEINE METABOLISM

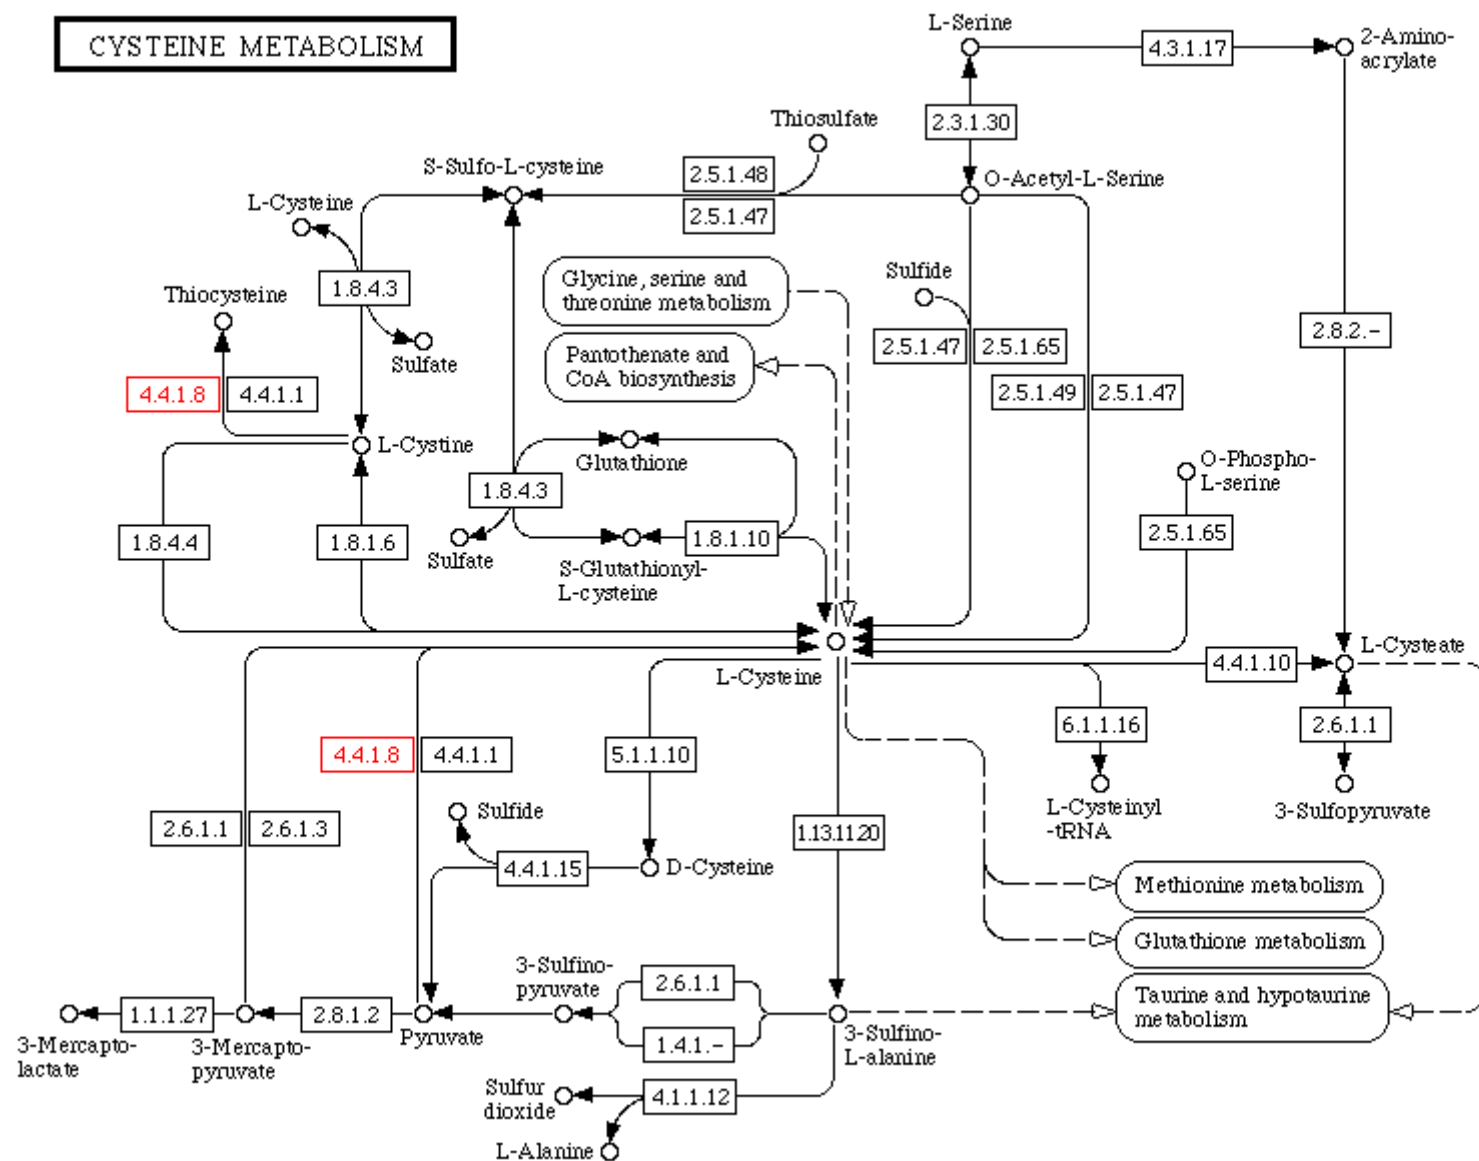

## SELENOAMINO ACID METABOLISM

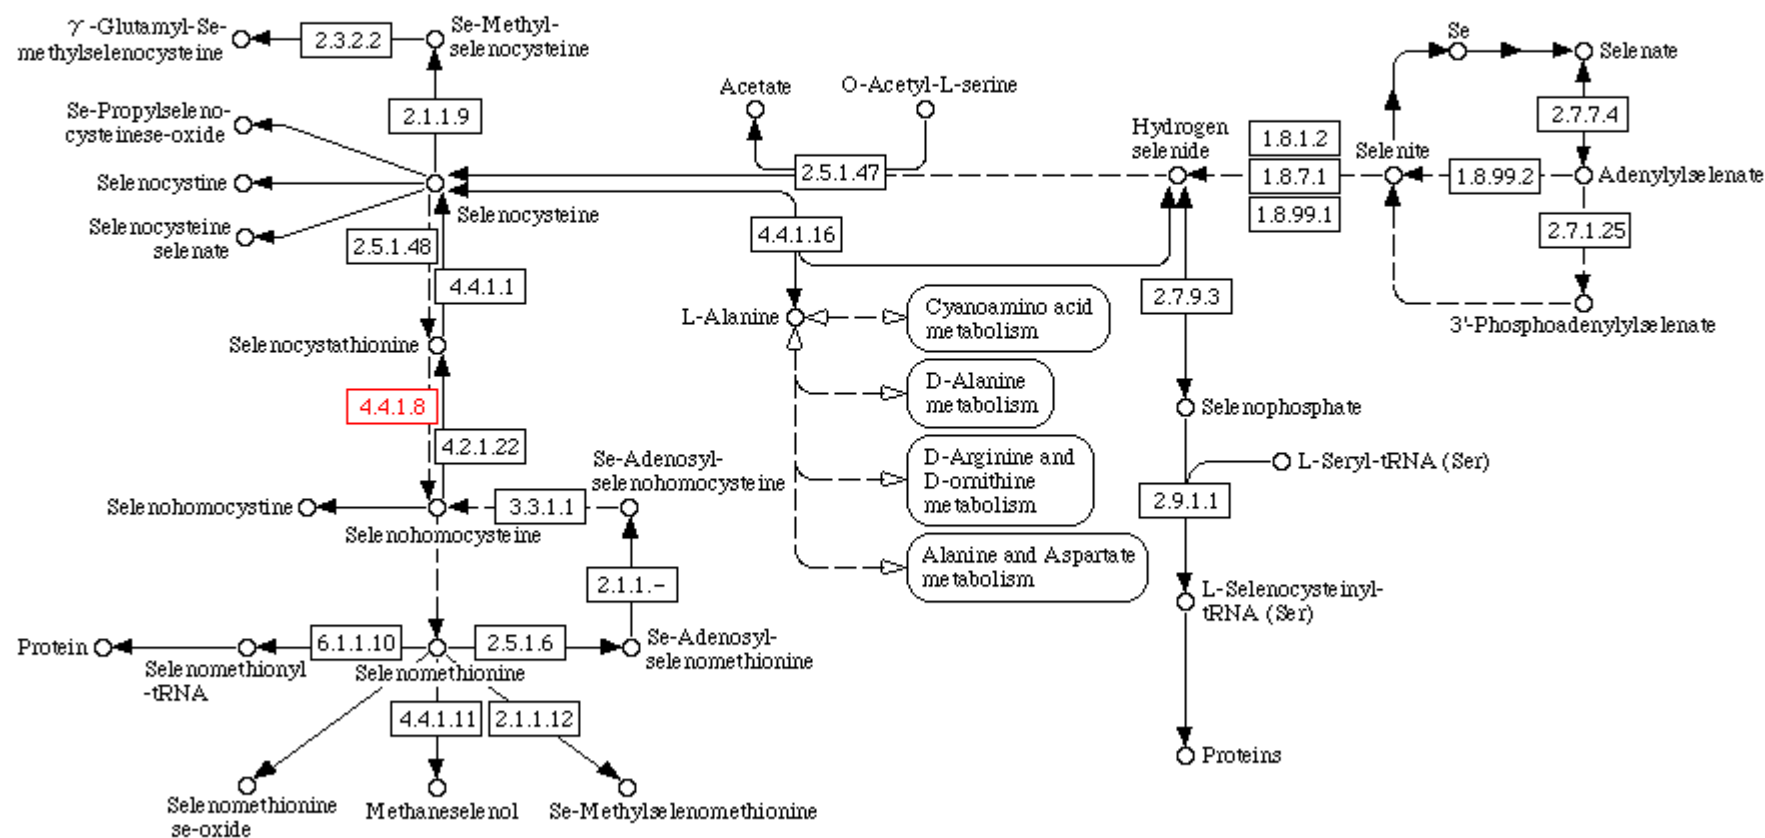

## SULFUR METABOLISM : REDUCTION AND FIXATION

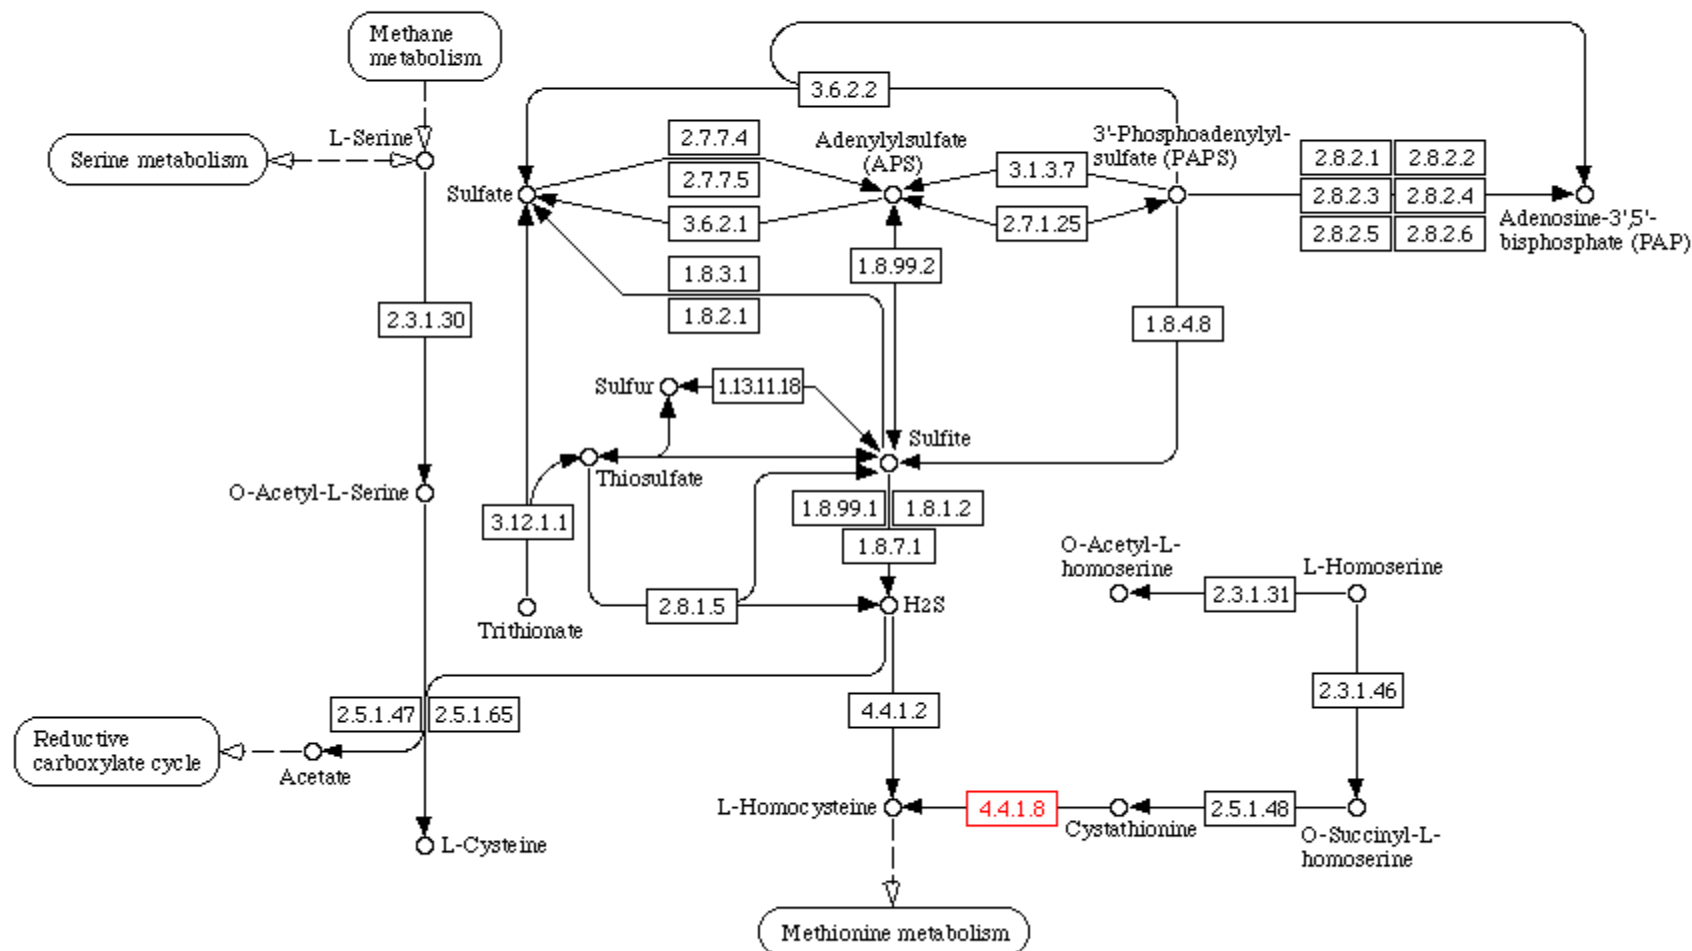

# NITROGEN METABOLISM: REDUCTION AND FIXATION

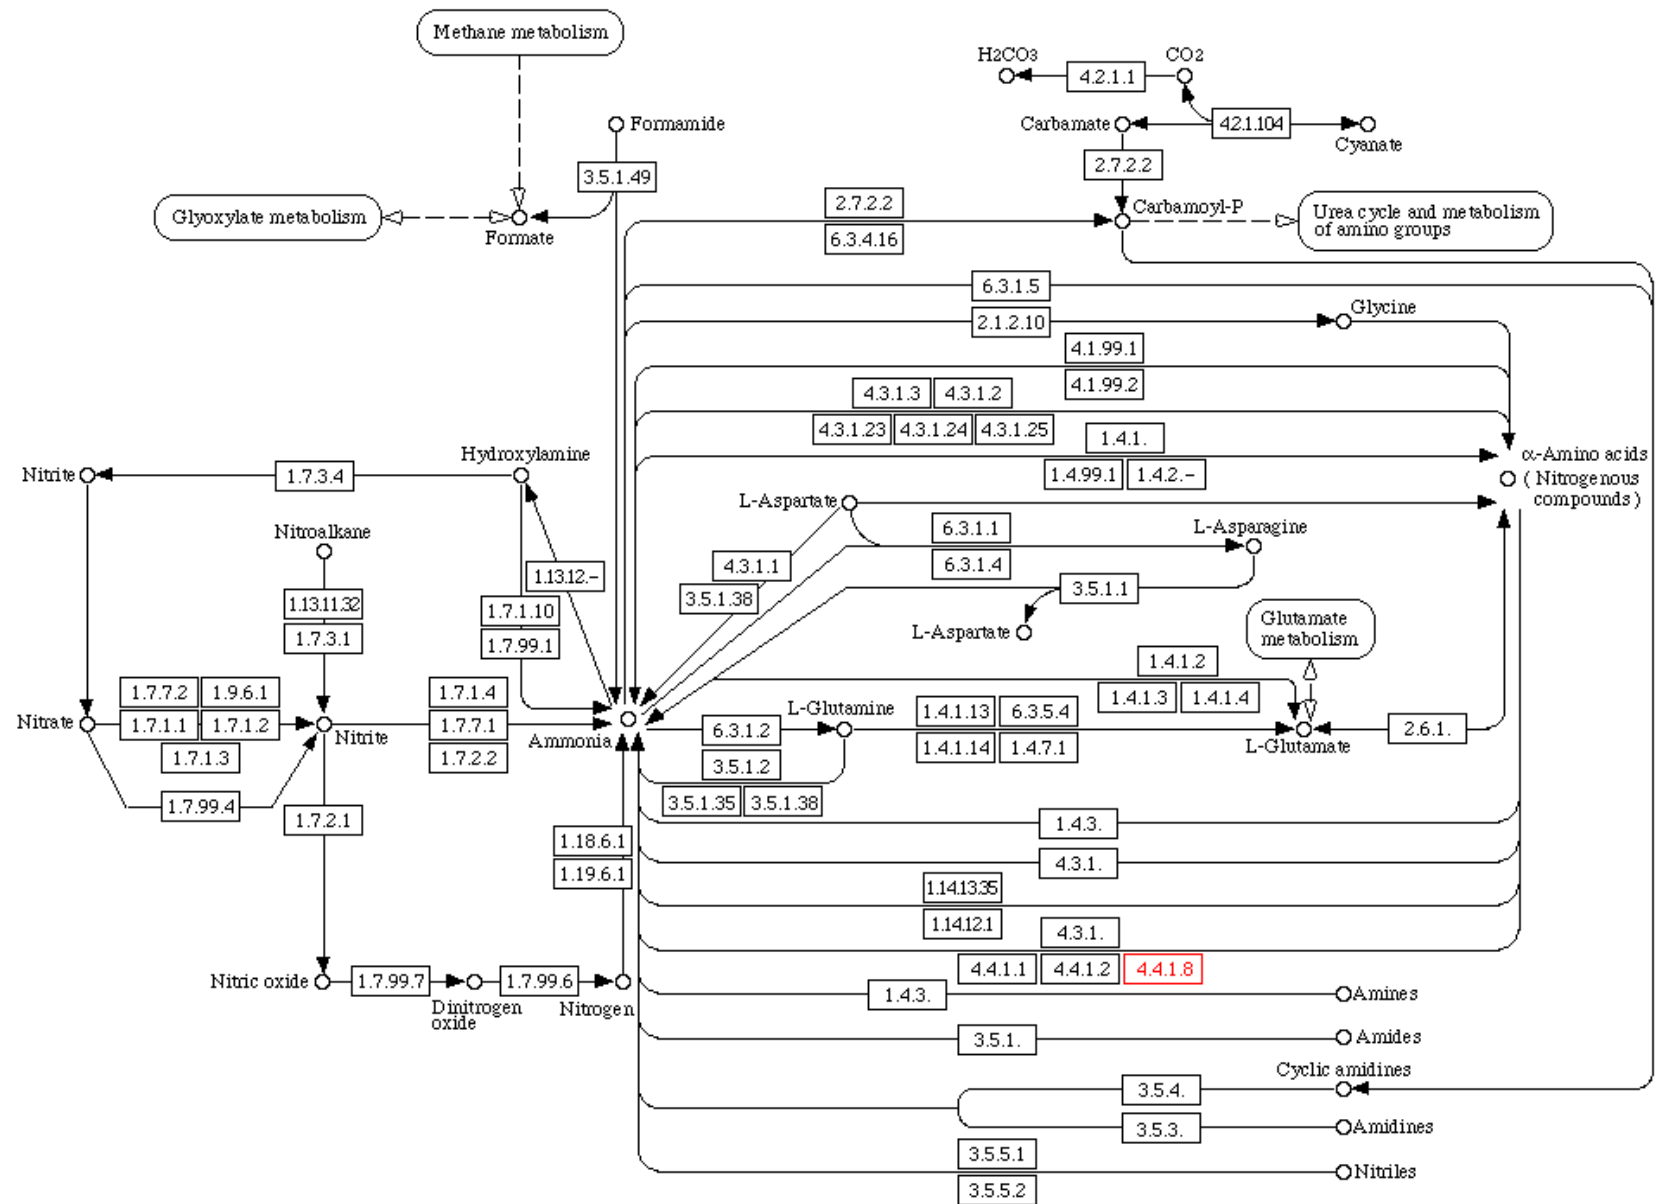

## PHENYLALANINE METABOLISM

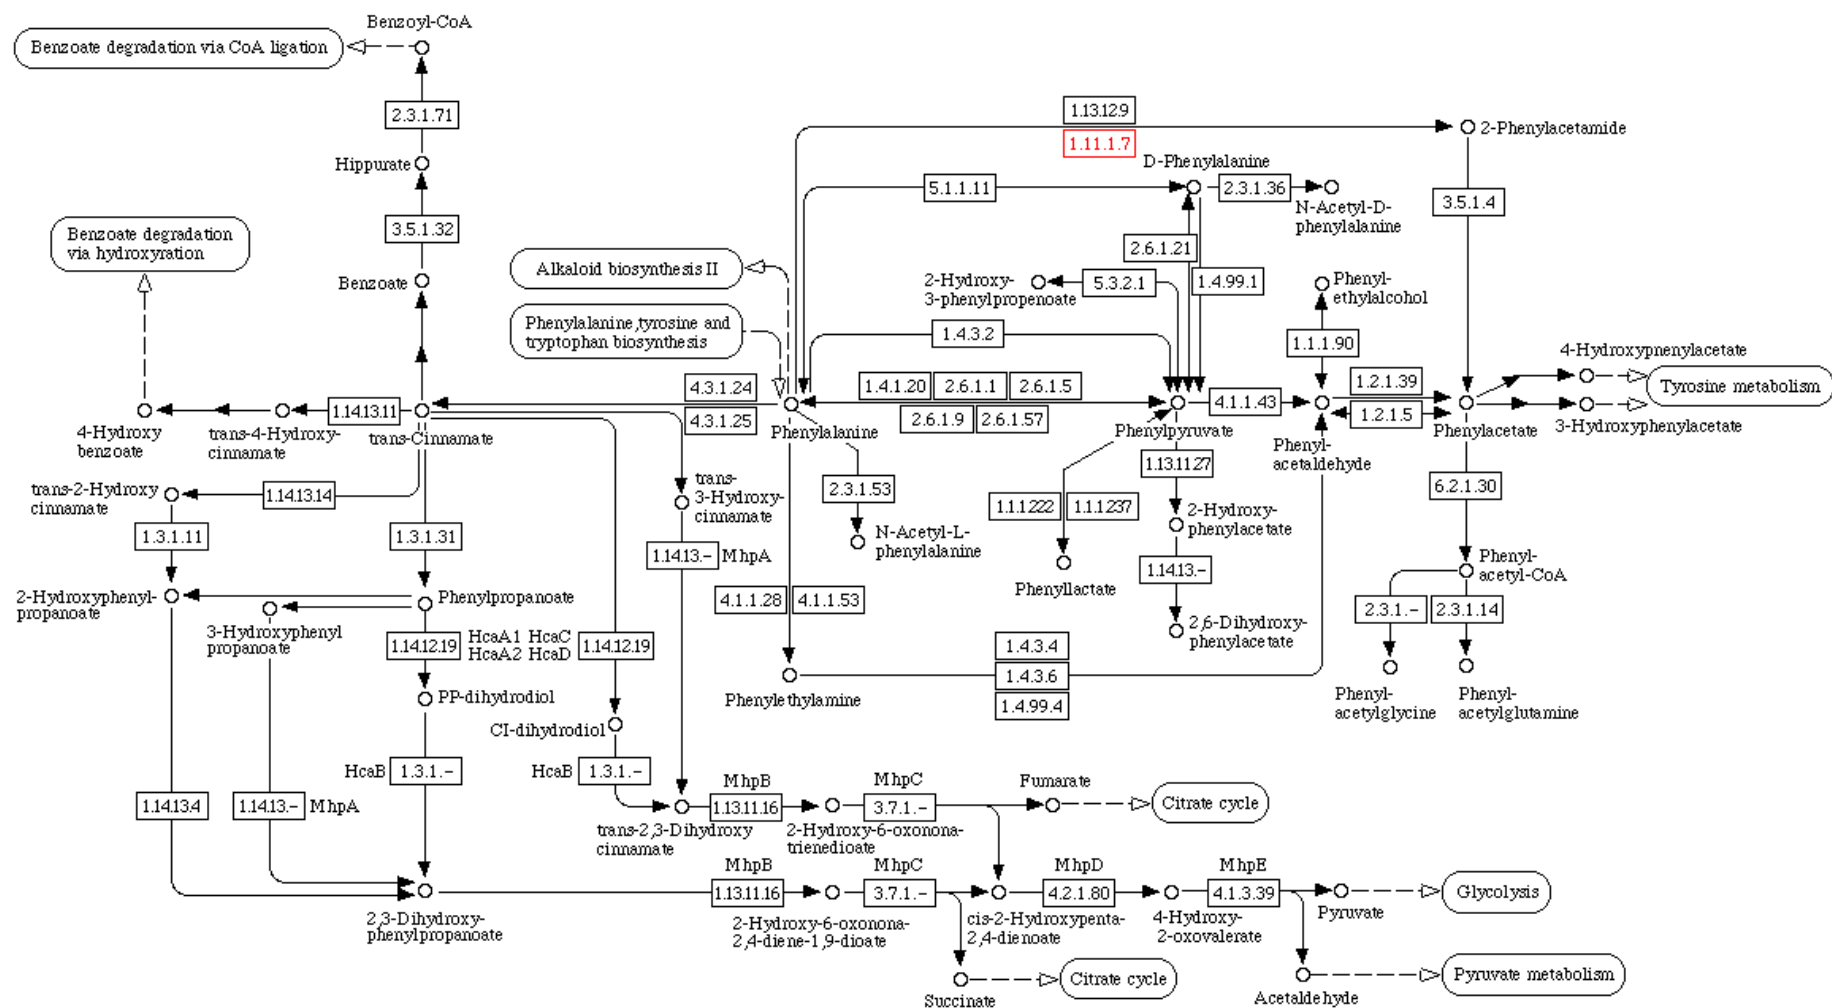

# PHENYLPROPANOID BIOSYNTHESIS

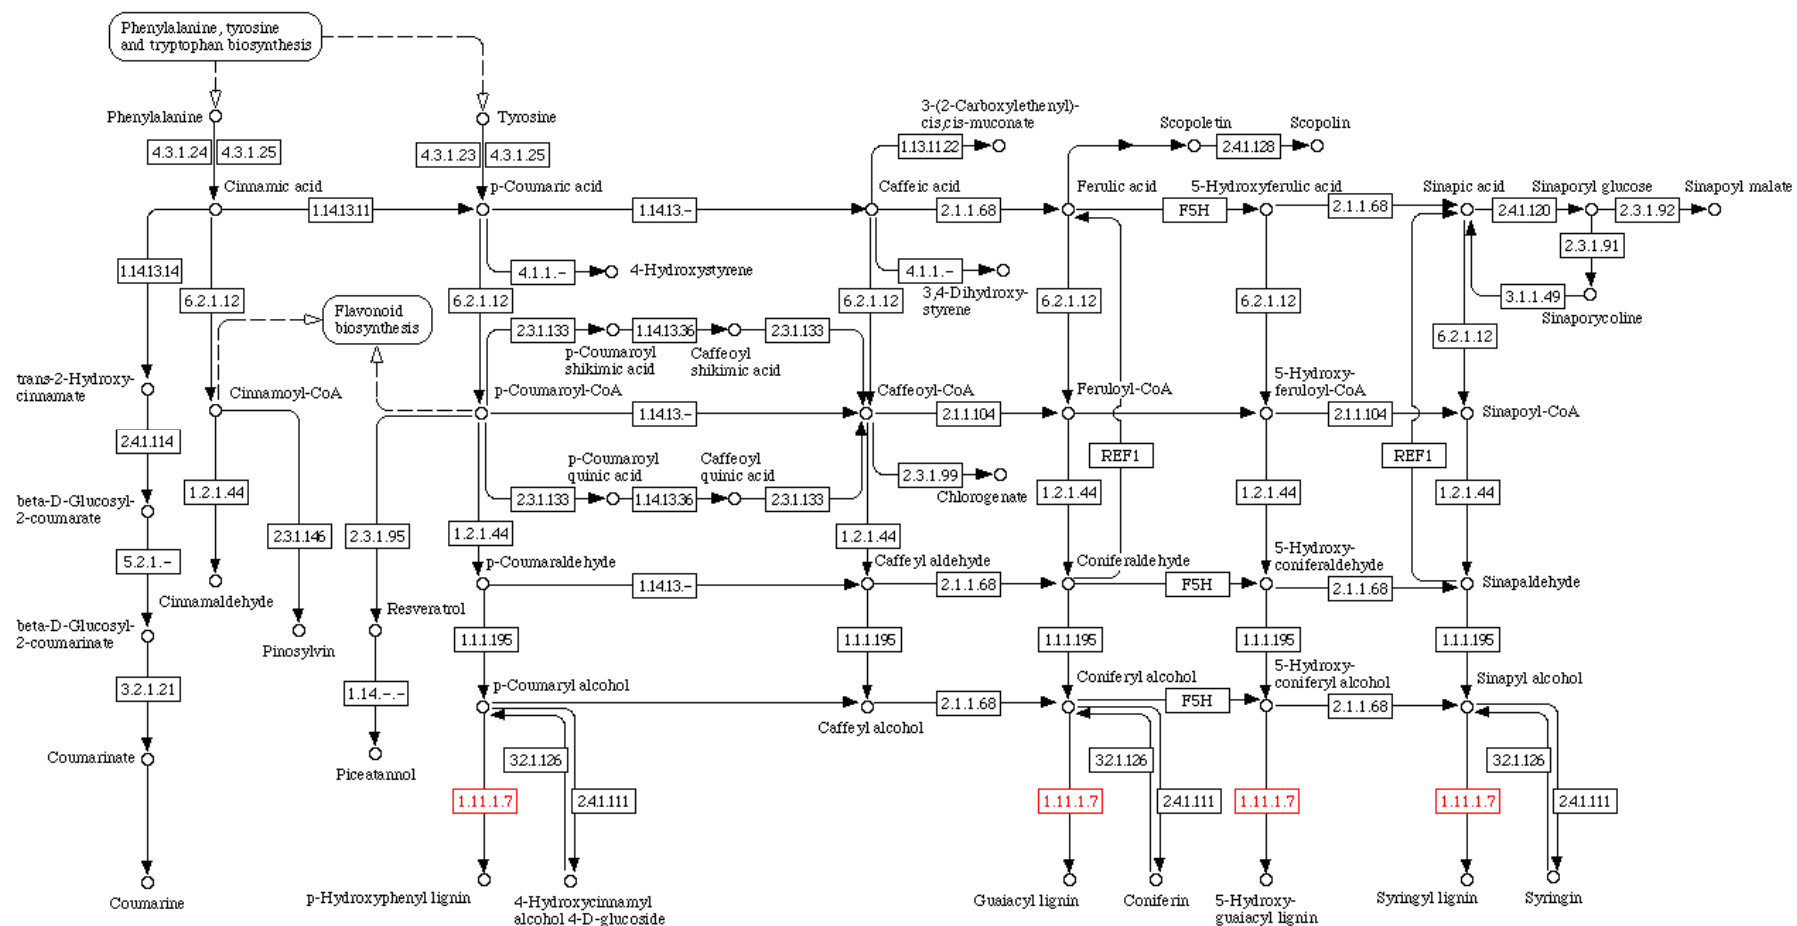

# BIOSYNTHESIS OF STEROIDS

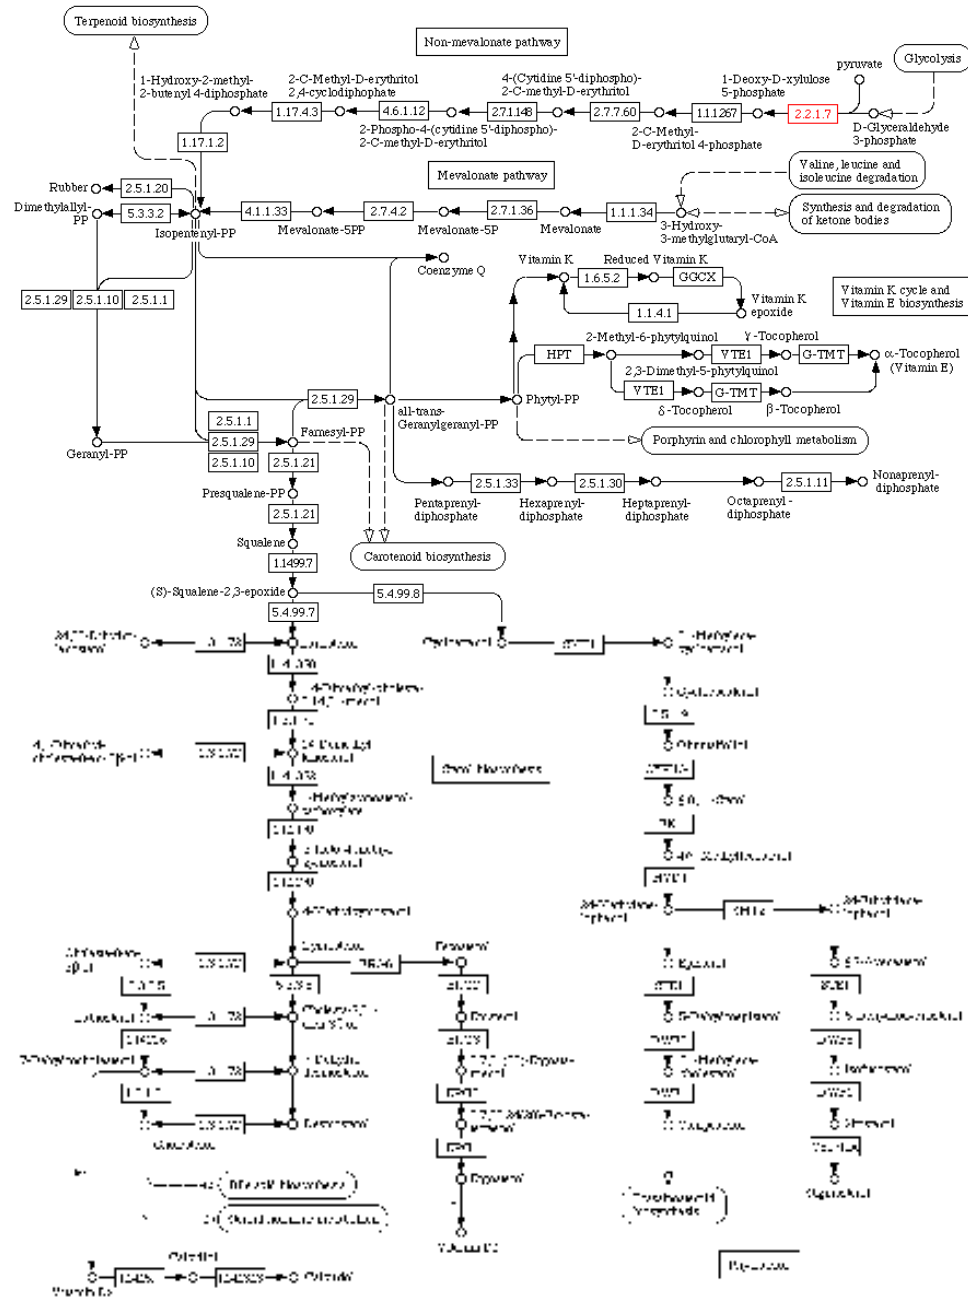

## DITERPENOID BIOSYNTHESIS

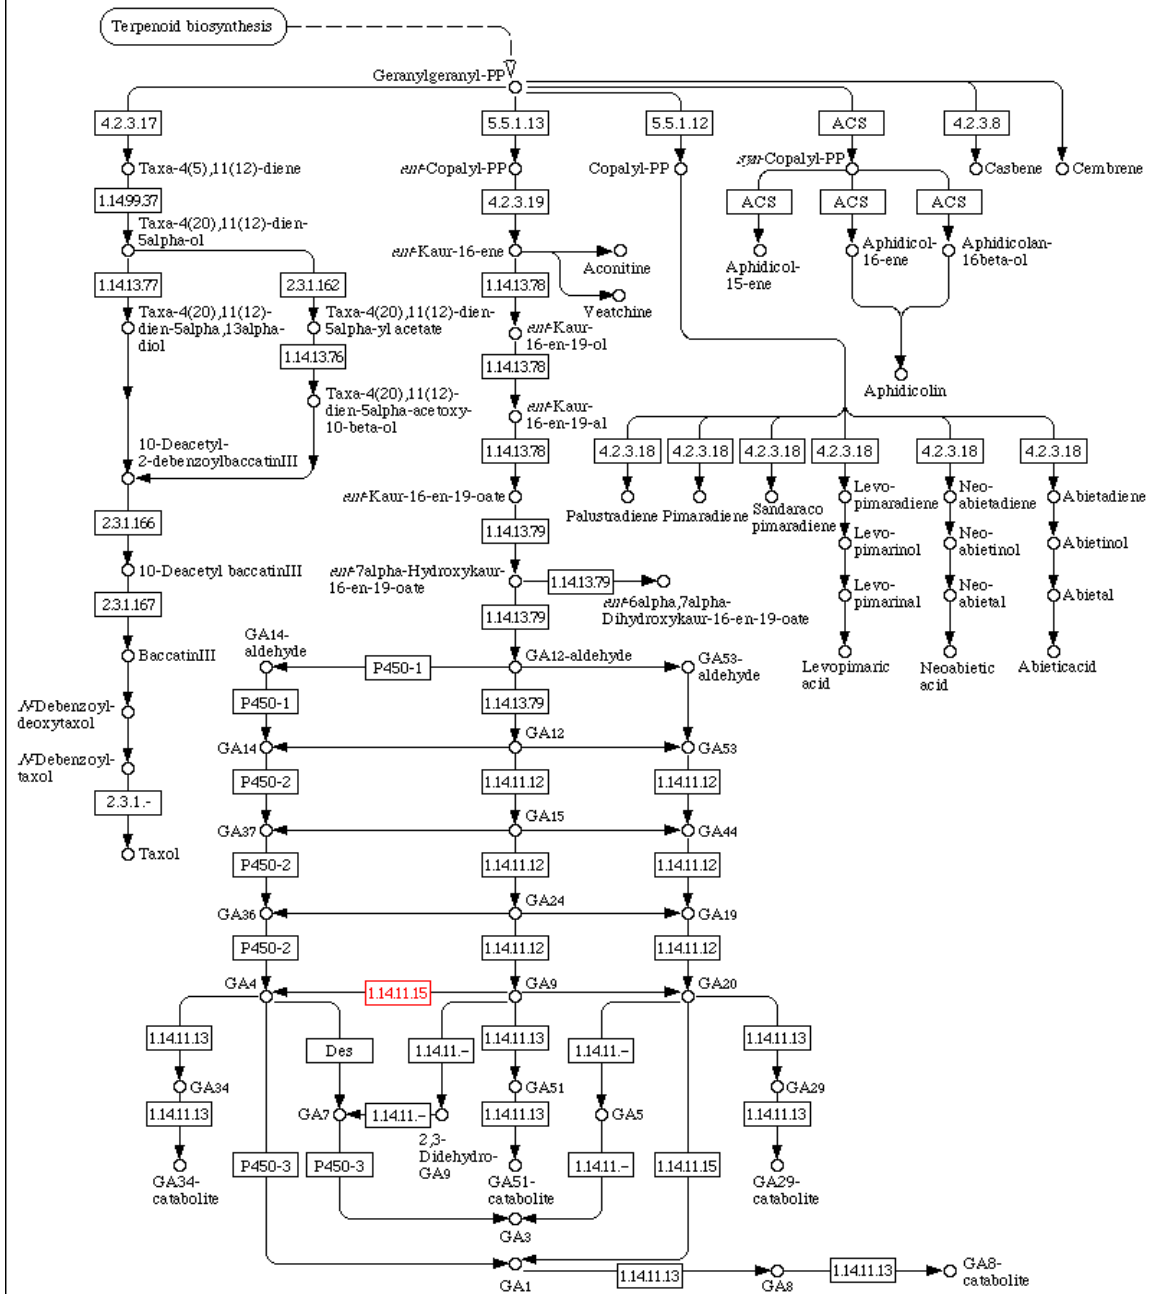

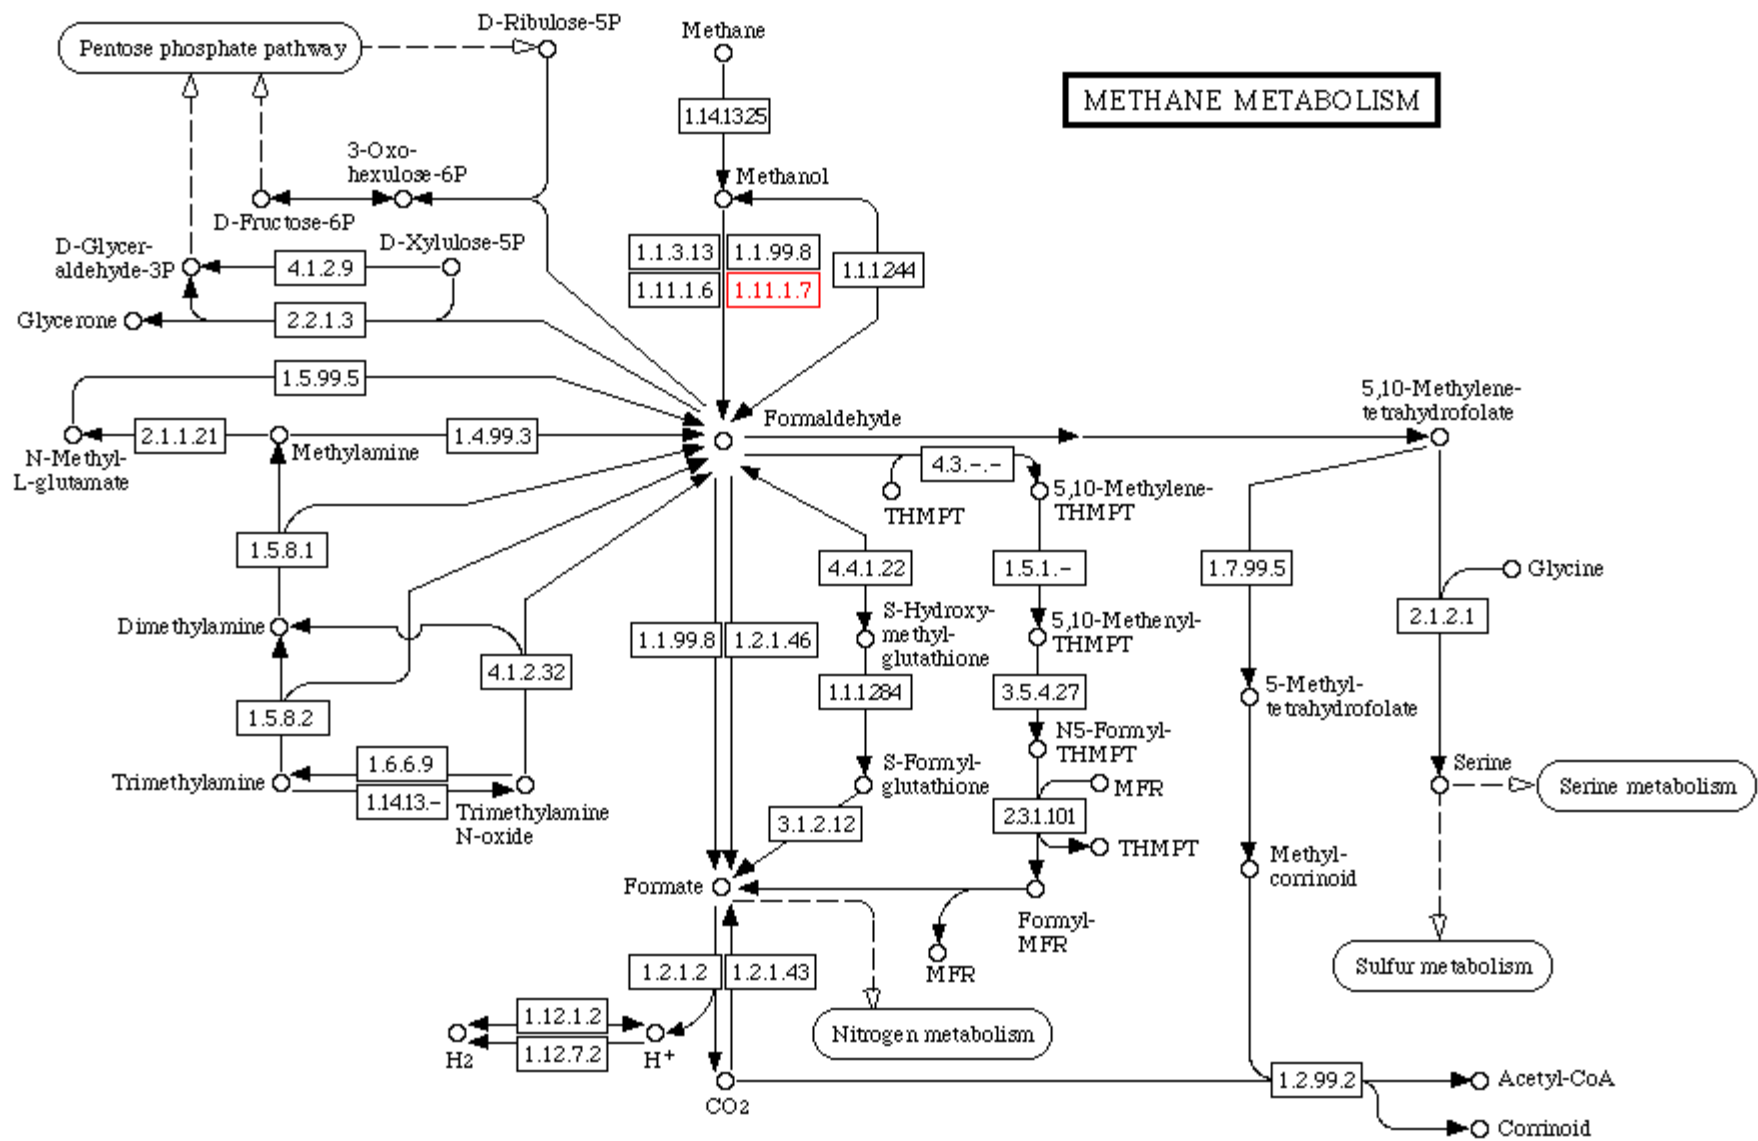

**Supplement:** Additional file 3 — Pathways catalyzed by pod specific enzymes. This figure includes eighteen different pathways catalyzed by 12 pod specific enzymes.

How the deposited data were processed for this re-analysis (not part of the article)

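The data are 12 two-color arrays, each hybridized with pod RNA and with RNA from leaf, stem, peg or root, with 3 biological replicates per comparison and the dyes swapped in replicate 2. The conditions were taken from the sample labels and the paper's methods. The authors scanned the slides and ran Agilent Feature Extraction on the images, and the headers of the deposited files give version 9.5.1.1, where the paper's methods give 9.1. The log10 ratios of Cy5 over Cy3 in the deposited files had been background-subtracted with spatial detrending, given surrogate values for dim spots and normalized by LOWESS within each array. The p-value of each log ratio was computed by the authors' software from its error model for that array. The processed signals are intensities that the authors' software had background-subtracted and dye-normalized, and the mean signals and local backgrounds are deposited intensities without background subtraction or normalization. The deposited series table holds the same log10 ratios as tissue over pod, rounded, with the sign turned on the arrays of replicate 2, and the largest difference from the scanner files was under the rounding of that table. The software had also marked spots as saturated, as well above background or as outliers. The authors' normalization was kept for the values at the claims and was replaced only in named alternatives.

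From the log10 ratios, log2 ratios of pod over the other tissue were computed, with the sign turned according to the dye of the pod sample. Control spots and spots with an outlier flag for non-uniformity or population were left out, and the spots of a probe were averaged. Probes well above background in at least 1 channel on at least 3 of the 12 arrays were tested. The arrays were fitted with limma 3.58.1 in R 4.3.3 as 4 coefficients, 1 per comparison, so that a single spread per probe was shared by the 4 comparisons, with 8 residual and 3.42 prior degrees of freedom. A probe was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its absolute mean log2 ratio was at least 1. Direct contrasts between leaf, stem, peg and root, and an F-test over the 3 differences between the coefficients, came from the same fit. The dye effect was a coefficient for dye orientation in a fit of its own. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The fit was tested on simulated data in which 200 of 14352 probes were changed by a log2 ratio of 2. It recovered 96% of them for leaf, 97% for stem, 98% for peg and 96.5% for root, and at most 1.51% of its calls in a comparison were false. The simulated noise was independent between arrays and had 1 spread per probe for all tissues, with no compressed array and no outlier flags. These shares therefore do not measure recovery or false calls in the real data, least of all for root.

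Whether the replicate numbers pair the samples was checked by the correlation, over probes, of the deviations of arrays with the same number from their comparison's mean. The 18 correlations lay between 0.127 and 0.385, so arrays with the same number varied together. The sample labels give these arrays the same pod replicate, and they were taken to share its extract. The replicate number also fixes the dye orientation and the slide, so the correlations cannot tell these apart from a shared extract. A fit with the replicate number as a block was run as an alternative. The block used limma's duplicateCorrelation with statmod 1.5.0. The correlations between array and qRT-PCR values were tested by exact permutation over the 8 transcripts of Table 3, two-sided, with Benjamini-Hochberg adjustment over the 4 tissues.

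Most probes named in the text were chosen by a rule set before the data were examined. It covers the 8 probes of Table 3, the probes of Additional file 2 whose protein or enzyme the paper's text names, and for each comparison the 2 highest and 2 lowest mean ratios and the 2 tissue-specific probes with the largest ratios, among called probes with the same sign on all 3 arrays and both channels well above background. AH18742, AH15490, AH37870, AH12173 and AH10939 lie outside this rule, since the paper's text names only their pathways, and were added after the data were examined. AH11891, AH30161, AH33448, AH45934, AH13746 and AH16341 also lie outside it, and were named after their values were seen because they are listed in Additional file 2 and did not pass in all 4 comparisons. The 4 oil body probes, whose protein the text does not name, are given as the whole of their class. The classes of storage, desiccation and oil body proteins were set by keywords at the same time, as were all comparisons, tests and alternatives except those named as chosen later. The files pair the probes with no accession, so protein names were taken only from Table 3 and Additional file 2, and a reference table of gene symbols was not used. A fold is given as a lower bound with regard to saturation where a channel was saturated on all 3 arrays, with the saturated spots at their value. The number of arrays limits the precision of every value, and the signal over background limits the ratios of dim probes.

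The alternatives were the normexp background correction (offset 50) with loess or with centring on the median, the series table in place of the scanner files, median centring, outlier flags ignored, no filter on dim probes, both channels well above background on all arrays, a dye coefficient, the replicate or the slide as a block, separate fits per comparison, no moderation of the spread, the unadjusted p, no 2-fold requirement, the treat test, the error-model p on all 3 arrays, and each replicate left out in turn. The gene ontology classification, the pathway mapping and Additional files 1 and 3 were not analysed here. The qRT-PCR values were taken from Table 3 of the paper, where the columns headed Pod were read as root.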

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

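Of the tests in this part, the regroupings of the arrays, the count of probes outside Additional file 2 with both channels above background and the fit without the pod vs root array of replicate 1 were chosen only after the results were seen. Each probe below was picked out because its pod ratio differed among leaf, stem, peg and root by limma's F-test over the 4 coefficients (adjusted p at most 0.05), and the size given is the range of its mean log2 ratio over the 4 tissues. In the tissue where the ratio of each of these probes was farthest from 0, the sign was the same on every array with a value.

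Of the 8 transcripts in Table 3, the pod ratio differed among the tissues in limma for AH35494 (range 0.64, adjusted p = 0.0178), AH27472 (1.47, adjusted p = 0.0192) and AH32426 (1.29, adjusted p = 0.0488). Compressed ratios on the pod vs root array of replicate 1 are excluded as the cause, since without that array 5 of the 8 differed by limma, with adjusted p of 0.0334 for AH39002, 0.0346 for AH46647, 0.0186 for AH35494, 0.0226 for AH27472 and 0.000133 for AH32426, whose range was then 1.86. The number depends on the other arrays, at 1 without replicate 1, 1 without replicate 2 and 0 without replicate 3 of every comparison, and in the last of these 1 had an unadjusted limma p under 0.05. A difference between the tissues themselves stays open and was not tested apart from the arrays.

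Among the probes whose protein or pathway the paper's text names, limma's F-test found a difference for AH10955 (range 1.01, adjusted p = 0.00487), AH38002 (1.17, adjusted p = 0.0343), AH40120 (2.39, adjusted p = 0.000352), AH12173 (1.33, adjusted p = 0.0287) and AH10939 (2.03, adjusted p = 8.35e-05). None of these 5 probes was saturated or near background in either channel on any array. The ratio kept its direction in all 4 tissues, so the difference lies in its size. AH12173 and AH10939, of which the text names only the pathway, were added to the named probes after their values were seen. For AH38002 and AH12173 the ratio nearest 0 is that of root, at 1.54 and -1.92, and without the pod vs root array of replicate 1 these were 1.88 and -2.27, so that array accounts for part of the range. A biological difference between the tissues stays open, as untested.

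The other probes were chosen for extreme or tissue-specific ratios, so a difference among the tissues is partly a product of that choice. By limma they are AH15262 (range 6.03, adjusted p = 0.000101), AH11044 (5.50, adjusted p = 0.0017), AH11896 (4.20, adjusted p = 7.28e-07), AH29484 (3.99, adjusted p = 9.74e-06), AH16092 (3.15, adjusted p = 8e-04), AH17023 (5.01, adjusted p = 0.00419), AH25072 (3.66, adjusted p = 2.05e-06), AH34704 (2.82, adjusted p = 6.98e-05), AH26857 (5.62, adjusted p = 4.63e-06), AH13673 (4.30, adjusted p = 0.00026), AH41703 (2.88, adjusted p = 0.0126), AH27874 (2.945, adjusted p = 1.39e-05), AH44685 (6.73, adjusted p = 9.25e-07), AH21872 (4.08, adjusted p = 4.87e-05) and AH41739 (2.44, adjusted p = 0.0465). AH44685 was called in both directions, at 2.27 against leaf and -2.40, -4.47 and -4.20 against stem, peg and root.

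Technical limits apply to several of these. AH16092 and AH17023 were saturated in leaf on all 3 arrays, so they are at least 37.9-fold and at least 62.7-fold higher in leaf than in pod, taken as means with the saturated spots at their value. AH26857 was below background in both channels in leaf and stem, and AH13673 against root and AH15262 against peg had pod signals not well above background, and the ratio of AH15262 against peg was -2.51 and changed to -1.43 with normexp and loess. The leaf channel of AH44685 was well above background on 1 of 3 arrays, and its leaf ratio was 1.32 with normexp and loess, so the size of its range depends on the background correction. The root ratios of AH11044 (-0.10, -0.55 and -4.08 in replicates 1 to 3), AH17023 (-0.06, -0.35 and -4.57) and AH41703 (-0.20, -0.52 and -3.32) rest on replicate 3, and that of AH41739 (-1.68, -1.99 and -4.94) was farthest from 0 there. No cause of the values of replicate 3 was tested, and a biological difference between the tissues stays open, as untested.

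Over all probes tested, the pod ratio of 5306 probes differed among the 4 tissues by limma's F-test, and 2955 without replicate 3 of every comparison. Of 100 groupings of the 12 arrays into 4 sets of 3, drawn with the real one included, only the real one gave as many (4951 among the probes with no missing value, and 2744 in the highest other). With arrays exchanged only within the replicates that share a pod extract, 1 of 100, the real one, gave as many, and the highest other gave 4021, so chance can be excluded. A biological difference between the tissues stays open, as untested.

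Outside the transcripts that Additional file 2 lists, 386 probes were called in all 4 comparisons in 1 direction, 258 higher and 128 lower in pod. Table 3 names 1 of them, AH39002, and the other 385 are in neither list. The paper's text counts 161 more abundant and 50 less abundant transcripts in all 4 comparisons, whereas Additional file 2 holds 108. The paper may therefore have called some of the 386 itself. Signal near background is excluded for 250 of the 386. These had both channels well above background on all 12 arrays and were called in all 4 comparisons in the fit of such probes alone. Signal near background stays open for the other 136, which had a channel not well above background on some array. Of all 386, 376 were well above background in at least 1 channel on all 12 arrays. In these the signal was not near background in both channels, but the size of a ratio with 1 dim channel stays open. The sign was the same on all 12 arrays for 345 of the 386, and separate fits per comparison also called 88 in all 4. The count rests on the replicates, since without replicate 2 of every comparison the probes more abundant in pod in all 4 comparisons numbered 184 in place of 340, and those less abundant 57 in place of 147. Pod transcripts that differ from every other tissue remain an open, untested biological explanation.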

How the results depend on the processing

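Of the alternatives in this part, the fit without the pod vs root array of replicate 1, the separate ordinary fits with unadjusted p, and both forms of the inverted mean of linear ratios were chosen only after the results were seen. Across the alternatives, no called ratio of a named probe and no median of a class changed its direction. Ratios of named probes that were not called, the farthest from 0 at -0.44 (AH13673 against root), did change sign in some alternatives, as for AH15262, AH11896, AH29484 and AH27874 against root, AH11896 against stem, AH11896 and AH21872 against peg, and AH34704 and AH41703 against leaf. Of the values reported as main results under an alternative, 1586 stayed within their limits, 91 moved and 8 fell below their threshold. Of the ratios of single named probes, 2350 stayed on their side of the threshold, 46 fell below it and 12 rose above it. Except where a cause is given below, the cause was not tested.

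Leaving out the 2-fold requirement raised the numbers of called probes to 6120 for leaf, 6063 for stem, 4831 for peg and 3333 for root, because smaller changes then count. With it, 9614 probes were called in at least 1 comparison, 1219 were stem-specific and 513 peg-specific, and in all 4 comparisons 631 were more abundant and 453 less abundant in pod. The treat test, which asks for more than a 2-fold change beyond error, lowered the numbers to 1704, 905, 636 and 320 in the same order of tissues. It called 2190 probes in at least 1 comparison, 157 as stem-specific, 140 as peg-specific and 64 as root-specific, and 135 more abundant and 14 less abundant in pod in all 4. Of the probes in Additional file 2, it called 52. In Table 3, it no longer called AH46647 for stem (-1.56), peg (-1.75) and root (-1.79), AH27472 for peg (1.79) and AH32426 for leaf (1.66) and peg (1.66), whose ratios are the same in both tests.

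With separate fits per comparison, the counts for root fell to 361 called and 50 root-specific probes, 140 probes were more abundant and 31 less abundant in pod in all 4 comparisons, and AH46647 was no longer called for root (-1.79). The counts for leaf (2859), stem (2074) and peg (1862) stayed close to those of the joint fit. The SD between arrays was 0.48 for root and 0.31 to 0.35 for the others. Separate ordinary fits with unadjusted p gave 452 called and 79 root-specific probes, and 131 and 37 probes in all 4 comparisons. The error-model p on all 3 arrays gave 550 and 81 for root, 177 and 41 in all 4 comparisons, and 66 probes of Additional file 2.

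With each replicate left out in turn, or the pod vs root array of replicate 1 alone, the number called for root lay between 622 and 1951, the root-specific probes between 77 and 374, and the probes in all 4 comparisons between 184 and 376 (more abundant in pod) and between 57 and 208 (less abundant). These fits use fewer arrays, and the highest of these values were those without the root array of replicate 1. In the direct contrasts, 493 to 1186 probes differed between stem and peg and 291 to 762 between peg and root. The probes whose pod ratio differs among the 4 tissues numbered 2955 to 5800, and 0 to 5 of the 8 in Table 3. Without replicate 3, where limma's adjusted test gave 0 of the 8, 1 had an unadjusted p under 0.05. The probes with a dye effect numbered 0 to 55, and where there were 0, without replicate 3, 1717 had an unadjusted p under 0.05. Without replicate 2 no dye effect could be estimated, since the orientations are then the same. For tissue-specific probes, stem: differing from all 3 other tissues, the number was 45 to 92, for tissue-specific probes, peg: differing from all 3 other tissues, 16 to 38, and for tissue-specific probes, root: differing from all 3 other tissues, 10 to 83. Spearman's rho between array and qRT-PCR for root lay between 0.714 and 0.833, and the lowest value, without replicate 2, did not pass (exact p = 0.0576). The median difference from the listed root folds for Additional file 2 fold changes: root lay between -0.0031 and 0.38. The medians of the oil body class lay between 4.48 and 4.86 for leaf, 5.43 and 6.03 for stem, 4.89 and 5.35 for peg, and 4.59 and 5.66 for root.

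With normexp background correction and loess, 92 probes were less abundant in pod in all 4 comparisons, and with both channels above background 1373 were called against stem, since 8588 probes are then tested. For the correlation of log ratios, leaf, replicate 1 with 3, r was 0.957 with both channels above background, 0.959 with normexp and loess and 0.953 with normexp and the median. For the correlation of log ratios, leaf, replicate 1 with 2, it was 0.952, 0.951 and 0.902. The technical spread between replicate spots was 0.18, 0.16 and 0.16. The number of probes with a dye effect was 65, 69 and 2996. Centring on the median leaves in place the trend of the ratio with brightness, which turns with the dyes and which loess removes. With normexp and the median, the median log2 difference from the listed folds was -0.28 for Additional file 2 fold changes: leaf, -0.46 for Additional file 2 fold changes: stem and -0.27 for Additional file 2 fold changes: peg. The class medians were 4.79 for stem and 4.70 for peg in the storage class, 3.16 for leaf, 3.04 for stem and 2.90 for peg in the desiccation class, and 4.89 for stem and 4.82 for peg in the oil body class. With normexp and loess, the peg median of the desiccation class was 3.10.

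The replicate number as a block changed no count by more than 1.5 times. With the replicate block, 2885, 2081, 1876 and 1336 probes were called for leaf, stem, peg and root, 4215 in at least 1 comparison, and 349 and 150 in all 4. Its estimated correlation was 0.168. The series table, median centring, outlier flags ignored, no filter on dim probes, the dye coefficient, the slide block, the fit without moderation and the unadjusted p moved no count of called probes per comparison by more than 1.5 times. All alternatives could be run, except that the dye coefficient has no value without replicate 2. Signal over background limits the ratios of dim probes, and 968 probes were left out for it.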

Differences from the paper's values

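Of the settings in this part, the separate ordinary fits with unadjusted p, the fit without the pod vs root array of replicate 1 and both forms of the inverted mean of linear ratios were chosen only after the results were seen. For tissue-specific probes in root, the paper's value is 78 and 186 were found here. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with the treat test (64), with the error-model p (81), without replicate 2 (77) and without replicate 3 (112). It stayed farther away with normexp and loess (156), normexp and the median (153), the series table (187), median centring (181), outlier flags ignored (187), no filter on dim probes (187), both channels above background (124), the dye coefficient (192), the replicate block (183), the slide block (185), separate fits (50), the unadjusted p (186), no 2-fold requirement (262), the fit without moderation (173) and without replicate 1 (371). Separate ordinary fits with unadjusted p, chosen after seeing the values, gave 79.

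For probes more abundant in pod in all 4 comparisons, the paper's value is 161 and 340 were found here. The alternatives set before the data were examined that came within 1.5 times the paper's value were separate fits (140), the treat test (135), the error-model p (177), without replicate 2 (184) and without replicate 3 (210). The others did not, at 298 with normexp and loess, 275 with normexp and the median, 340 with the series table, 335 with median centring, 348 with outlier flags ignored, 332 with no filter on dim probes, 245 with both channels above background, 340 with the dye coefficient, 349 with the replicate block, 355 with the slide block, 357 with the unadjusted p, 631 with no 2-fold requirement, 308 with the fit without moderation and 365 without replicate 1. Separate ordinary fits with unadjusted p, chosen after seeing the values, gave 131.

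For probes less abundant in pod in all 4 comparisons, the paper's value is 50 and 147 were found here. The error-model p (41), without replicate 2 (57) and without replicate 3 (60) came within 1.5 times the paper's value among the alternatives set before the data were examined. The others gave 92 with normexp and loess, 126 with normexp and the median, 147 with the series table, 149 with median centring, 146 with outlier flags ignored, 143 with no filter on dim probes, 101 with both channels above background, 153 with the dye coefficient, 150 with the replicate block, 157 with the slide block, 31 with separate fits, 162 with the unadjusted p, 453 with no 2-fold requirement, 14 with the treat test, 126 with the fit without moderation and 187 without replicate 1. Separate ordinary fits with unadjusted p, chosen after seeing the values, gave 37. The centre of Figure 3 prints 108, which equals the number of transcripts in Additional file 2 and not the sum of the counts of more and less abundant probes in the text, so the paper's own counts for all 4 comparisons differ.

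The paper's text calls its values for the pod and leaf replicates correlation coefficients, and the legend of Figure 2 gives the same numbers as squared values. Values are taken to differ when they lie farther apart than the SD over the 3 pairs of leaf replicates, which is 0.00781 for r and 0.0145 for its square. The paper does not number the replicates, and its 0.93 for slides with the same dyes is set here against replicates 1 and 3, the only such pair. Here r was 0.935 and the squared correlation of log ratios was 0.874. For the squared value, normexp and loess (0.920) did not differ from the paper's, and no filter on dim probes (0.870), both channels above background (0.915), normexp and the median (0.908), the series table (0.874), median centring (0.874) and outlier flags ignored (0.876) did. For r itself, which did not differ, no filter on dim probes, the series table, median centring and outlier flags ignored also gave no difference, whereas both channels above background and both normexp alternatives did. Its 0.91 for swapped dyes can refer to replicates 1 and 2 or to replicates 2 and 3. For replicates 1 and 2 the correlation of log ratios was 0.932 and its square 0.868. All 7 alternatives set before the data were examined differed for r, from 0.902 with normexp and the median to 0.952 with both channels above background. For the squared correlation of log ratios, both channels above background (0.907) and normexp and loess (0.905) did not differ, and no filter on dim probes (0.858), normexp and the median (0.814), the series table (0.868), median centring (0.868) and outlier flags ignored (0.864) did. For replicates 2 and 3 the correlation of log ratios was 0.920 and its square 0.847. For r, no filter on dim probes (0.916), normexp and the median (0.914) and outlier flags ignored (0.917) did not differ from 0.91, and both channels above background (0.941), normexp and loess (0.945), the series table (0.920) and median centring (0.920) did. For the square, all 7 alternatives differed, from 0.835 with normexp and the median to 0.893 with normexp and loess.

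For storage protein transcripts, the paper's value is 5, and Additional file 2 lists 14 by the keywords and 7 by the names globulin, conglutin and glycinin that the text gives, the latter within 1.5 times the paper's value. These are counts of listed transcripts, so no alternative changes them.

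Of the 108 transcripts that Additional file 2 lists as differing in all 4 comparisons, 7 did not pass here, and each passed in at least 1 other setting. They are named because they did not pass, so after their values were seen. AH11891 passed with no 2-fold requirement and without replicate 1. AH30161 and AH33448 passed with outlier flags ignored. AH40844 passed with outlier flags ignored, with the slide block, without replicate 3 and, in a fit chosen after seeing the values, without the pod vs root array of replicate 1. AH45934 passed with no 2-fold requirement. AH13746 passed with the dye coefficient, with no 2-fold requirement, without replicate 1 and, in the fit chosen after seeing the values, without the pod vs root array of replicate 1. AH16341 passed with normexp and the median, median centring, no 2-fold requirement and without replicate 2. The listed folds themselves lay within rounding of the values here for 35 of 108 transcripts in leaf, 38 in stem, 39 in peg and 19 in root. With the inverted mean of linear ratios and outlier flags ignored, chosen after seeing the values, 102, 101, 104 and 102 of them lay within rounding.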

Other observations

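Of the tests in this part, the one for another tissue labelled as root, all regroupings of the arrays with the turning of a tissue's own arrays, the fit without the pod vs root array of replicate 1 and both forms of the inverted mean of linear ratios were chosen only after the results were seen. The limits by which the slopes, shares and percentages below were judged were also set after the values were seen.

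The pod vs root array of replicate 1 had compressed log2 ratios, with an SD of 0.50, and its negative controls had medians of 226 and 414, against 45.0 to 54.0 on the other 11 arrays, while its local backgrounds were 47 and 50. A candidate explanation is unspecific signal on the spots of that array. Its log ratios had a slope on the mean of the other 2 root arrays of 0.0995 in the dimmest group of probes, 0.235 in the middle and 0.530 in the brightest, where replicate 2 on replicate 3 gave 0.669, 0.823 and 0.866. Pod RNA mixed into the root sample would spare the probes higher in root, but in the brightest group these kept a median share of 0.466 of their ratio and those higher in pod 0.488. Another tissue labelled as root is argued against by the correlations, of which the highest with another comparison was 0.542 (peg, replicate 1) and those with the other root arrays were 0.630 and 0.637. The pod channel of that array was raised as well, with a median signal of 1216 against 226 to 251 on the other arrays of replicate 1, so a difference in the root sample cannot account for the raised signals, and whether the root sample also differed was not tested.

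Fewer probes were called against root (1329) than against the other tissues (1868 to 2879). Without the pod vs root array of replicate 1 the count was 1951, within the range of the others, so the array may explain the lower count. A root more like pod than the other tissues are stays open.

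The root folds listed in Additional file 2 lay below the mean log2 ratios here, with a median difference of 0.10. Averaging of linear tissue over pod ratios may explain this, since inverting the mean of the linear ratios left a median absolute log2 difference of 0.00583. For AH19851 in Table 3, the inverted mean against root is 29.2-fold and the mean log2 ratio 51.7-fold, or 107-fold without the pod vs root array of replicate 1. No biological explanation applies, since the same arrays underlie both.

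Probes called in 1 comparison only may have passed the threshold there and just missed it in the others. In direct contrasts, 52.9% of the leaf-specific probes differed at least 2-fold from each of the other 3 tissues. The same fit chose these probes, so a difference is partly a product of that choice. With that limit, the value argues against a threshold just missed as the whole explanation for leaf. For stem, peg and root the values were 24.6%, 14.3% and 17.2%, so a threshold just missed stays open for most of those probes. Those that differed from none of the other tissues numbered 157 for leaf, 81 for stem, 111 for peg and 54 for root.

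The 4 comparisons share pod extracts, which could make probes move together by chance. In 100 simulations of unchanged tissues measured against shared pods, a mean of 0.22 probes were called by limma in even 1 comparison, so the count in all 4 in 1 direction (at most 0) cannot tell what the sharing adds. The mean simulated correlation between comparisons was 0.167, which follows from the 0.168 given to the simulation, against 0.449 to 0.769 observed. Variation between pod extracts of that size falls short of these correlations. The 0.168 was estimated from deviations within comparisons. An effect common to all pod extracts is therefore not in the simulation and is not excluded by it. Pod transcripts that differ from all the other tissues stay open as a hypothesis.

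Turning the signs of the arrays within a comparison gives 4 patterns, and for leaf, stem, peg and root 1 of 4, the real one, gave as many called probes, but with 4 patterns this count alone cannot exclude chance. Over 100 sign patterns, 2 gave as many probes called in at least 1 comparison, and 1 of 100 each gave as many probes more abundant and less abundant in pod in all 4, so chance can be excluded for these if the arrays are taken as independent. Arrays with the same replicate number share a pod extract, and turning the signs by replicate leaves 4 patterns, which cannot exclude chance. For tissue-specific probes the number was 32 of 100 for leaf, 10 for stem, 6 for peg and 2 for root. These counts say nothing for or against chance, because turning the arrays of the other tissues removes their calls and so adds tissue-specific probes. Turning only the tissue's own arrays left 0 tissue-specific probes by limma in the other patterns, of which there are too few to exclude chance. Exchanging arrays between 2 tissues gives 10 groupings, and 1 of 10 gave as many probes in each of the 6 direct contrasts, which cannot exclude chance. For probes with a dye effect, 2 of 100 gave as many as the 27 found among probes with no missing value, the highest of them 33. The share of 2 in 100 makes chance unlikely for arrays taken as independent. A grouping other than the real one gave 33, so chance is not excluded. Nor is a difference of replicate 2, with which the dye orientation coincides.

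The oil body class had 4 probes (AH29936, AH30362, AH30466 and AH36334), all called in all 4 comparisons, with median log2 ratios of 4.74, 5.69, 5.21 and 5.13 for leaf, stem, peg and root. Without the pod vs root array of replicate 1, a fit chosen after the results were seen, the root median was 5.66. In pod, AH29936 and AH30362 were saturated on all 3 arrays and AH36334 on 1, so the ratios of the first 2 are lower bounds. AH12173, a phenylalanine ammonia-lyase, had ratios of -3.25, -2.82, -2.67 and -1.92 in the same order. It had no value from replicate 2 for leaf and stem. AH10939, a 4-coumarate CoA ligase, had -2.18, -2.51, -1.14 and -3.17. Both were called less abundant in pod in all 4 comparisons, the opposite direction to the peroxidase probes. These 2 probes were added to those named after their values were seen.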
